# FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling

**DOI:** 10.1111/cpr.12933

**Published:** 2020-10-26

**Authors:** Fan Yang, Eoin C. Whelan, Xuebing Guan, Bingquan Deng, Shu Wang, Jiachen Sun, Mary R. Avarbock, Xin Wu, Ralph L. Brinster

**Keywords:** fibroblast growth factor, niche, self‐renewal, spermatogonial stem cell

## Abstract

**Objectives:**

Fibroblast growth factor 9 (FGF9) is expressed by somatic cells in the seminiferous tubules, yet little information exists about its role in regulating spermatogonial stem cells (SSCs).

**Materials and Methods:**

*Fgf9* overexpression lentivirus was injected into mouse testes, and PLZF immunostaining was performed to investigate the effect of FGF9 on spermatogonia in vivo. Effect of FGF9 on SSCs was detected by transplanting cultured germ cells into tubules of testes. RNA‐seq of bulk RNA and single cell was performed to explore FGF9 working mechanisms. SB203580 was used to disrupt p38 MAPK pathway. p38 MAPK protein expression was detected by Western blot and qPCR was performed to determine different gene expression. Small interfering RNA (siRNA) was used to knock down *Etv5* gene expression in germ cells.

**Results:**

Overexpression of *Fgf9* in vivo resulted in arrested spermatogenesis and accumulation of undifferentiated spermatogonia. Exposure of germ cell cultures to FGF9 resulted in larger numbers of SSCs over time. Inhibition of p38 MAPK phosphorylation negated the SSC growth advantage provided by FGF9. *Etv5* and *Bcl6b* gene expressions were enhanced by FGF9 treatment. Gene knockdown of *Etv5* disrupted the growth effect of FGF9 in cultured SSCs along with downstream expression of *Bcl6b*.

**Conclusions:**

Taken together, these data indicate that FGF9 is an important regulator of SSC proliferation, operating through p38 MAPK phosphorylation and upregulating *Etv5* and *Bcl6b* in turn.

## 1 INTRODUCTION

Spermatogonial stem cells (SSCs) serve as the foundation of mammalian spermatogenesis. SSCs have the capacity to self‐renew or differentiate to form all the cell types in the germ cell lineage.^1^ SSC homeostasis is largely governed by the surrounding niche.^2^ Sertoli, Leydig and myoid cells constitute the majority of the niche and secrete growth factors to regulate SSC homeostasis. Sertoli cells and myoid cells secrete glial‐derived neurotropic factor (GDNF), a potent self‐renewal factor for SSCs.^3^ Leydig cells also produce colony‐stimulating factor 1 (CSF1), which increases stem cell number.^4^ However, there is still much unknown about niche regulating SSC functions.

The fibroblast growth factor (FGF) family plays an important role in the maintenance of SSCs. In humans, dysregulation of signalling pathways involved in SSC regulation by FGF receptor mutations produces a striking paternal age effect through disproportionate self‐renewal of harbouring cells increasing the proportion of mutant spermatozoa.^5^, ^6^, ^7^ FGF2 is required for normal spermatogenesis and is typically included in germ cell culture media as it increases SSC proliferation.^8^, ^9^, ^10^, ^11^ FGF4 enhances regeneration of testis after damage,^12^ and FGF5 also promotes proliferation in culture of spermatogonia expressing GDNF family receptor alpha 1 (GFRα1).^13^ However, much remains unknown about the effect of other FGFs expressed in testes on SSC regulation, such as FGF9. FGF9 expression is observed in the interstitial regions of mice from 14 to 18 days post coitum, and from postnatal days 35 to 65 in Leydig cell cytoplasm, spermatid nucleus and spermatogonium cytoplasm.^14^ Immunohistochemical staining shows FGF9 presence in Leydig cells of 9‐month‐old sheep^15^ and adult humans.^16^ Infertile human patients with Sertoli cell‐only syndrome show decreased FGF9 expression,^16^ suggesting a potential link between aberrant FGF9 expression and normal germ cell maintenance. In culture, FGF9 increases growth of rat^17^ and mouse^18^ germ cells. FGF9 has been suggested to be an inhibitor of meiosis *in vitro*.^19^, ^20^ However, none of these studies have analysed the effect of FGF9 on SSCs via transplantation. Much remains to be understood about the role of FGF9 within the SSC niche, and as FGF9 knockout results in a complete male‐to‐female sex reversion,^21^ its effects on spermatogonia in vivo on the adult testis have not been determined experimentally.

Determining SSC niche growth factors is vital to understand SSC homeostasis and spermatogenesis. In this paper, we determine FGF9 as an SSC growth factor using in vitro culture and transplantation. We show that FGF9 acts as a stem cell renewal factor, inhibits differentiation in vivo when overexpressed and investigate pathways involved in FGF9‐mediated regulation of SSC proliferation.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

THY‐1^+^ germ cell cultures were established as described previously.^8^ Briefly, male C57 LacZ pups (5‐8 days post‐partum) were sacrificed and testes were digested using Trypsin‐EDTA (Gibco, USA). Cells were magnetically sorted using CD90.2 beads (Miltenyi, USA) and plated onto Sandos inbred mouse (SIM)–derived 6‐thioguanine‐resistant and ouabain‐resistant (STO) feeders (SNL76/7, ATCC). Germ cell cultures were maintained in a humidified atmosphere at 37°C contains 5% CO_2_ with Mouse serum‐free media (mSFM) with 20 ng/mL recombinant human GDNF (R&D, USA), 150 ng/mL recombinant rat GFRα1 (R&D) and 1 ng/mL recombinant human FGF2 (Corning, USA). Other reagents were used as indicated: recombinant human FGF9 (R&D), SB203580, GW788388 and Tofacitinib citrate (all from MedChemExpress, USA). Germ cell counts were determined with a hemocytometer. Feeder cells were identified and discounted from counts based on morphology.^22^ SSC number was calculated using the following formula, adapted from reference ^4^:

$$SSCgrowth=\frac{\mathrm{Cellsharvested}}{\mathrm{Cellsseeded}}\times \frac{\mathrm{Colonies}}{10^{5}cellstransplanted}$$

Here, ‘cells seeded’ indicates the number of cultured THY‐1^+^ germ cells seeded at the beginning of each time period and ‘cells harvested’ is the cell count at the end. ‘Colonies’ indicates the number of distinct colonies counted per testis and is divided by the number of cultured THY‐1^+^ germ cells transplanted per testis.

### 2.2 Transplantation

Transplantation was performed as described previously.^23^ Briefly, cultured THY‐1^+^ germ cells were prepared and injected into the tubules of testis. 2 months later, mice were sacrificed and testes were fixed and stained with X‐gal solution. Tissue processing, sectioning and staining with nuclear fast red was performed by the histology services core at the School of Veterinary Medicine, University of Pennsylvania.

### 2.3 Single‐cell RNA‐seq and bioinformatics

Established THY‐1^+^ germ cells (p12) were plated onto STO feeders 3 days before the start of the experiment and cultured in mSFM with normal growth factors. At hour 0, the cells were switched to mSFM with 20 ng/mL of FGF9 or 0.1% BSA. Cells were cultured for 48 hours, and germ cell clumps were removed by gentle pipetting. Clumps were treated with 0.25% Trypsin for 2 minutes to digest to single cells and strained in a 40 μm filter and blocked in PBS‐S for 10 minutes. Cells were incubated at 4℃ with BioLegend TotalSeq c‐KIT antibody (CITE‐sEquation ^24^) following the manufacturer's protocol. Cell viability following antibody incubation was 89% and 95% for control and FGF9‐treated samples, respectively. Cells were encapsulated and libraries generated using a Chromium Next GEM Single Cell 3’ Kit v3.1 with Feature Barcoding (10X Genomics) per manufacturer's protocol. One replicate of each treatment was encapsulated using cells derived from three individual mice. Libraries were sequenced on a NextSeq 500 sequencer (Illumina) using a 75‐cycle high‐output sequencing kit to a depth of 30k reads per cell. Data were processed using Cell Ranger (10X Genomics) using Mouse reference mm10 (GENCODE vM23/Ensembl 98). Gene counts were analysed with Seurat v3.1^25^ for clustering, integration and differential gene expression and Monocle v3^26^ for pseudotime. Velocyto.R was used to generate RNA trajectories.^27^ For regression of cell cycle genes, gene lists from Macosko *et al* 2015^28^ were used with Seurat's CellCycleScoring function. For the mapping of spliced ratio of transcripts, log‐transformed counts of unspliced were divided by log‐transformed spliced counts for each cell and then transformed back.

### 2.4 Supplementary methods

Additional methods are shown in supplementary material.

## 3 RESULTS

### 3.1 *Fgf9* overexpression increased PLZF‐positive cells in vivo

To investigate the role of FGFs in governing SSC self‐renewal, we constructed overexpression lentiviruses containing *Fgf3*, *Fgf5*, *Fgf8* and *Fgf9* and injected into recipient testes (Figure 1A). Only *Fgf9* expression showed dramatic changes in tubule morphology (Figure S1 A). As shown in Figure 1B, FGF9 was mostly expressed in the Leydig cells of control testes injected with empty vector. When the testes were infected with the *Fgf9* overexpression plasmid, somatic cells including Leydig cells and germ cells of later stage all expressed FGF9 signalling. Testes infected with *Gdnf* or *Fgf9* overexpression plasmids for 11 weeks were substantially reduced in size relative to the uninfected testis from the same animal (Figure 1C, Figure S1B and Figure S2). Testes injected with empty vector showed normal histology and PLZF staining of undifferentiated germ cells along the basement membrane (Figure 1D). *Fgf9* overexpression resulted in large numbers of PLZF^+^ cells and few synaptonemal complex protein 3^+^ (SYCP3^+^) cells (Figure 2A). *Gdnf* overexpression produced an increase in PLZF^+^ cells around the basement membrane but also in aggregates within the tubule (Figure 1D). PLZF^–^ differentiating cells were visible within the tubule up to round spermatids, including some SYCP3^+^ cells (Figure 2A). When both *Fgf9* and *Gdnf* were overexpressed, a mixture of both phenotypes was seen: all cells showed strong PLZF staining (Figure 1D), no differentiating or SYCP3^+^ cells were seen and undifferentiated spermatogonia form clumps (Figure 2A). When FGF9 was overexpressed, far more whole‐mount staining of PLZF^+^ cells was visible, whereas GDNF overexpression resulted in even more PLZF^+^ cells with sporadic clumps (Figure 2B and Figure S3). These results suggest that excess FGF9 promotes undifferentiated spermatogonia accumulation and leads to a lack of differentiating cell types in vivo.

**FIGURE 1:**
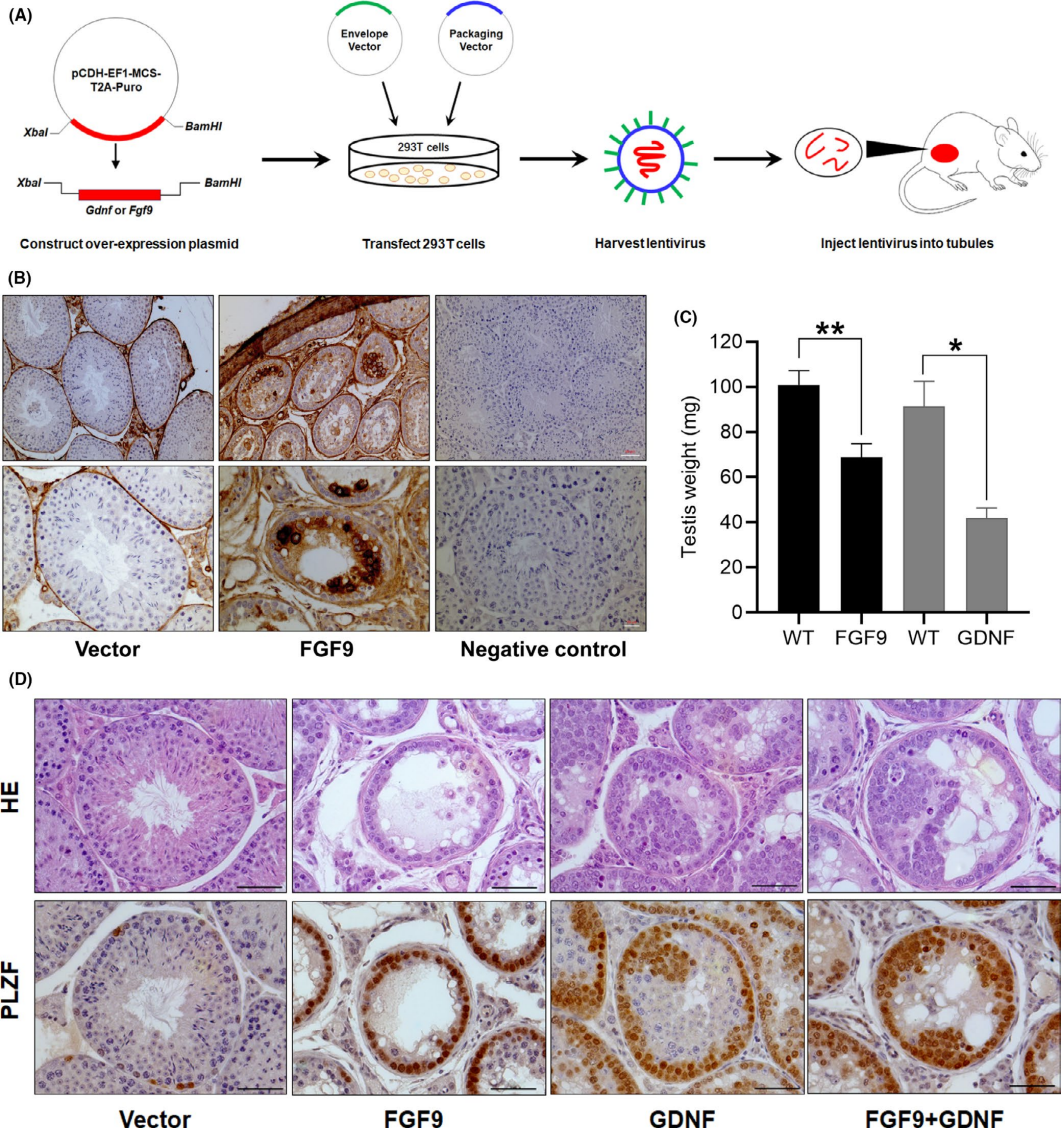
Effect of *Fgf9* and *Gdnf* overexpression plasmids on mouse testes. A, Schematic of experimental design. Two lentiviral plasmids were created containing cDNA of *Gdnf* or *Fgf9* under the control of the ubiquitous promoter EF1. 293T cells were transfected alongside the packaging vector with one of three treatments: *Gdnf* vector, *Fgf9* vector or empty vector. Lentiviral particles were harvested from the 293T cells and injected into the seminiferous tubules of recipient mice. B, FGF9 IHC staining of seminiferous tubule sections from testes infected with overexpression plasmids for 11 wk. Negative control: sections without primary antibody. Scale bar: 50 µm (top) or 20 µm (bottom). C, 11 wk after injection, testes were collected and weighed (FGF9‐overexpression lentivirus injection, n = 5; GDNF overexpression lentivirus injection, n = 3). *P < .05, **P < .01, Student's *t* test. D, Histology and PLZF IHC staining of seminiferous tubule sections from testes infected with overexpression plasmids. Scale bar: 50 µm

**FIGURE 2:**
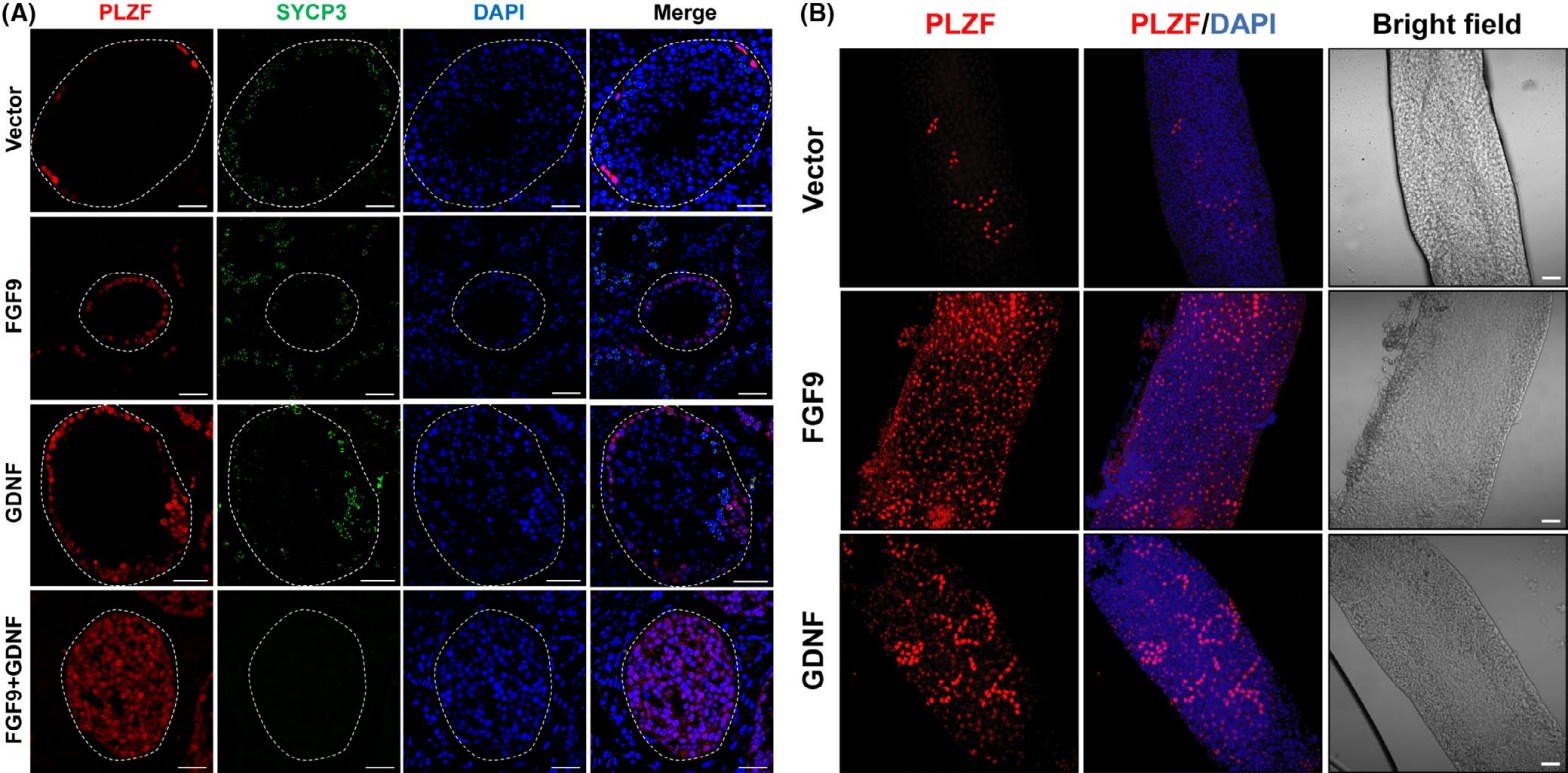
Immunofluorescence of seminiferous tubules exposed to *Fgf9* and *Gdnf* overexpression. A, Cross‐sections of seminiferous tubules stained with antibodies against PLZF (marker for undifferentiated spermatogonia), SYCP3 (essential for meiosis), DAPI (DNA stain) following injection of vector, *Fgf9* and *Gdnf* overexpression plasmids in addition to both overexpression plasmids injected together. Scale bar: 50 µm. B, Whole‐mount staining for PLZF and both PLZF and DAPI of seminiferous tubules injected with vector, *Fgf9* overexpression and *Gdnf* overexpression plasmids. Seminiferous epithelial cycle of all tubules showed here are stages II–VI as determined by transillumination technique. Scale bar: 50 µm

### 3.2 Stimulation of SSCs proliferation by FGF9

In order to determine the effect of FGF9 on SSCs, we established THY‐1^+^ germ cultures which enriched SSCs (p7‐p12) and plated THY‐1^+^ germ cells on STO feeder plates in mSFM supplemented with GDNF and GFRα1. Cultures were subjected to four treatments: no FGF, 1 ng/mL FGF2, 1 ng/mL FGF9 and 20 ng/mL FGF9. The germ cell cultures showed exponential increases over time (Figure 3A). FGF2‐treatment resulted in more cell numbers over time compared with control although this did not rise to statistical significance. 1 ng/mL FGF9 showed lower levels of cell growth compared with FGF2, largely indistinguishable from controls. However, 20 ng/mL FGF9 significantly increase cell number over time compared with both control and 1 ng/mL FGF9 cultures. For 1 ng/mL FGF2 and 20 ng/mL FGF9, both treatments produced larger‐sized clumps than control (Figure 3B). To assay the number of SSCs, cultured THY‐1^+^ germ cells enriched for SSCs were transplanted into busulfan‐treated mice, where SSCs produce countable colonies of germ cells carrying the *LacZ* marker gene.^29^, ^30^, ^31^ For a given number of germ cells transplanted, we observed no significant differences in colony count between any of the treatments. This indicated that while FGF9 treatment increased the total cell number it did not alter the stem cell concentration (ie, stem cells per 10^5^ cultured THY‐1^+^ germ cells, Figure 3C). Moreover, testes of all groups showed normal spermatogenesis after transplantation (Figure S4). Taking these observations together, SSC number in culture at the three time points was calculated as described in the Methods section. FGF9 20 ng/mL showed significantly more SSCs after 4‐week culture as compared with 1 ng/mL and control (Figure 3D,E). We can conclude that FGF9 exposure leads to a greater cultured THY‐1^+^ germ cell number and SSC number over time.

**FIGURE 3:**
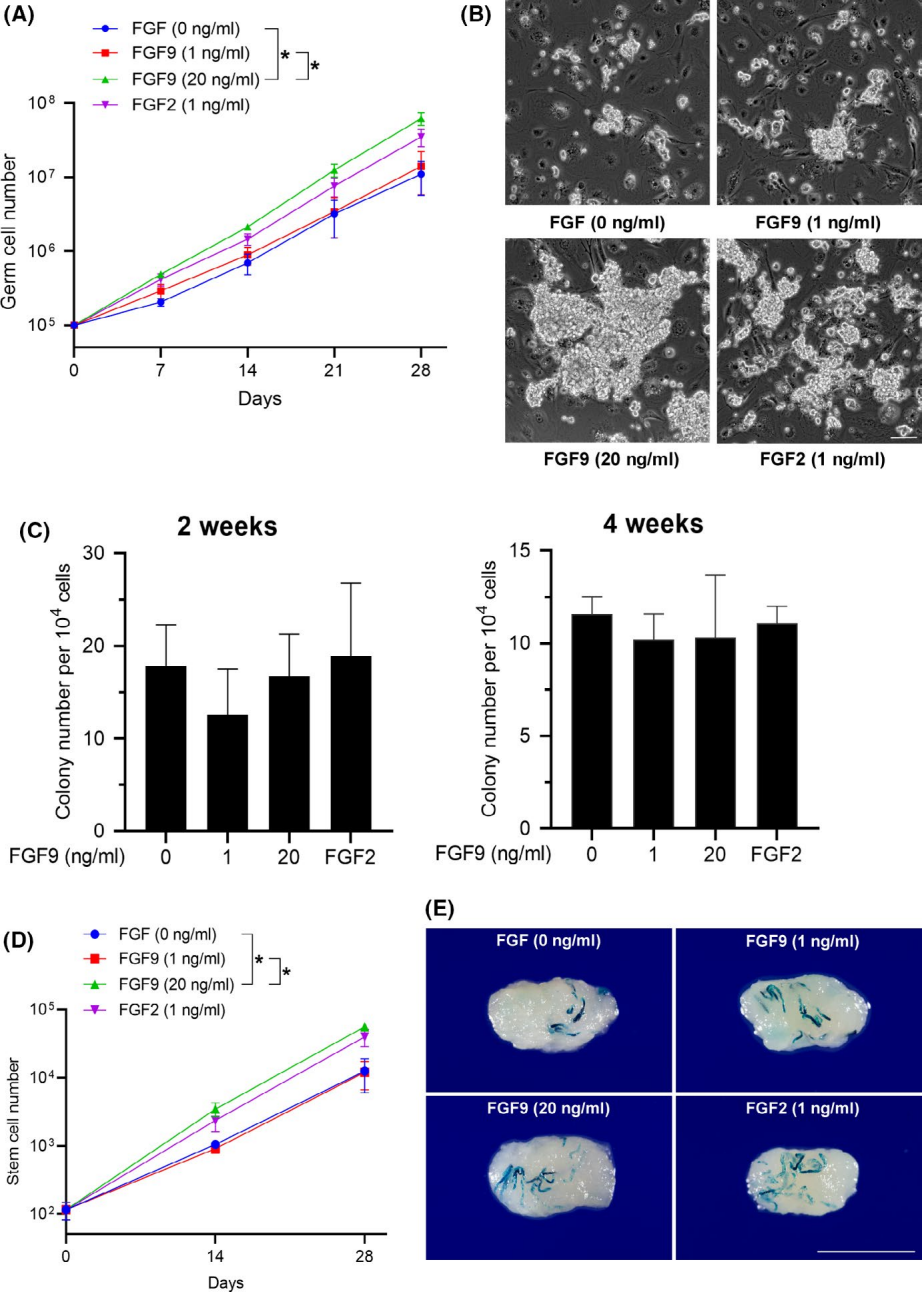
Effect of FGF9 on germ cell proliferation and SSC proliferation. A, Effect of FGF9 and FGF2 treatment on THY‐1^+^ germ cell number in culture. Cells were treated with GDNF, GFRα1 and listed concentration of FGF (n = 3). *P < .05, ANOVA of final cell numbers. B, Representative morphology of cultured THY‐1^+^ germ cell clumps after treatment for 7 days. Scale bar: 100 µm. C, Colony number per 10^4^ cultured THY‐1^+^ germ cells following transplantation (n = 3, 6 testes per replicate). *P < .05, ANOVA. D, SSC number following 2 and 4 wk in culture (n = 3). *P < .05, ANOVA of final cell numbers. E, Representative morphology of receipt testes which were transplanted with germ cells after treatment for 4 weeks. Scale bar: 5 mm. All error bars show SEM

### 3.3 p38 MAPK signalling is required for FGF9‐activated SSC proliferation

To explore how FGF9 promotes SSC proliferation, RNA‐seq was performed (Table S3) and validated by qPCR (Figure S5). 

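Cultured THY-1+ germ cells between passages 9 and 12 were grown on STO feeder cells, a mouse fibroblast line, with 20 ng/mL GDNF and 150 ng/mL GFRα1. They received no FGF (the control), 1 ng/mL FGF2, 1 ng/mL FGF9 or 20 ng/mL FGF9. After 7 days, germ cells were blown off the feeder and stranded mRNA libraries were sequenced on a NextSeq500. The sample labels list 16 samples, 4 biological replicates for each of the 4 treatments, whereas the legend of Figure 4 gives n = 3 and the deposited table points by its title to 12 libraries. Assuming 3 libraries per group also gave the closest match between the dispersions implied by different comparisons of the table, with a median absolute difference of 0.0162 over 666 genes, against 0.0693 for 2 libraries and 0.0517 for 4. Which culture was left out is not given in the sources used here. The authors aligned the reads to GRCm38 with STAR and Salmon and compared the treatments with DESeq2, and the versions are not given in the sources used here. The authors' deposited table lists 54432 genes, each with its mean normalized count over all libraries and, for each of 3 comparisons with control, a log2 fold change, standard error, Wald statistic, p-value and adjusted p-value. It holds 0 columns of values per library, so the depth of each library is unknown beyond the mean of 28 M reads per sample that the supplementary methods state, and no standard deviation between replicates could be computed. Of these genes 36927 had a mean above 0, and the most abundant, mt-Co1, took 1.52% of the summed mean normalized counts of the authors' deposited table. From these columns, group means (called derived means), fold changes with 95% intervals and direct contrasts between FGF treatments were computed. The p-values were adjusted again by the Benjamini-Hochberg method over the 17755 genes with a mean of at least 10 normalized counts. Gene lists were compared with all other genes by a set test on the Wald statistics (limma's cameraPR, preset correlation of 0.01), adjusted over 33 lists.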

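At 20 ng/mL, FGF9 changed 488 genes compared with control, 313 of them higher and 175 lower at an adjusted p under 0.05. The lower dose, 1 ng/mL FGF9, changed 14 genes (5 higher and 9 lower) and FGF2 changed 26 genes (20 higher and 6 lower). Among genes with a mean of at least 50 and a symbol that is not a predicted name, the largest increase with 20 ng/mL FGF9 was in Cav1, which encodes a coat protein of caveolae. Its derived mean was 16.1 in the control and 365 with FGF9, a fold change of 22.6 (95% interval 12.0 to 42.7, adjusted p = 3.37e-18). Anxa1, a phospholipid-binding annexin, was 20.3-fold higher (interval 9.98 to 41.5). Emp1, an epithelial membrane protein, was 9.82-fold higher (interval 5.76 to 16.8). Among genes that fell, Elfn2 was 5.08-fold lower, with derived means of 91.8 and 18.1 (adjusted p = 0.000115). Lef1, a transcription factor of Wnt signalling, was 4.90-fold lower (adjusted p = 0.00799). Most of the changes were small, with 335 of the 488 genes below an absolute log2 fold change of 1. Of 24 measured markers of fibroblasts, the cell type of the feeder, 7 were higher with 20 ng/mL FGF9, none was lower and 17 did not pass the test (15 higher when adjusted over the list alone). The median log2 fold change of these markers in the authors' deposited table was 1.37. The list passed the set test (adjusted p = 3.2e-15, and 6.66e-09 at a preset correlation of 0.05). Markers that vary together between libraries more than the preset allows would make such p-values too small. Cav1 was also higher with 1 ng/mL FGF9, by 5.27-fold (interval 2.73 to 10.1, adjusted p = 0.002). With no filter on low counts, 34 genes changed with 1 ng/mL FGF9 and 37 with FGF2, of which 18 were higher and 19 lower. With the null distribution of the Wald statistic estimated from the data, an alternative chosen after seeing the data, the counts were 270, 79 and 99.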

The pathways that showed the most significance included interferon signalling, p38 MAPK signalling and TGF‐β pathways (Figure 4A). 

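As a list, interferon-stimulated genes were higher with 20 ng/mL FGF9. Of 37 measured members of the list, 13 were higher, none was lower and 24 did not pass the test (17 higher and none lower when adjusted over the list alone). The median log2 fold change of the members in the authors' deposited table was 0.65, and the list passed the set test (adjusted p = 1.08e-17). Gbp2, an interferon-induced guanylate-binding protein, was 1.85-fold higher (95% interval 1.53 to 2.23, adjusted p = 1.56e-07), with derived means of 373 in the control and 688 with FGF9. Oasl2, which belongs to the oligoadenylate synthetase family, was 1.78-fold higher (interval 1.46 to 2.18, adjusted p = 5.47e-06). None of the 37 genes passed the gene test with 1 ng/mL FGF9, and the list did not pass the set test (adjusted p = 0.858). With 1 ng/mL FGF2 none passed over all genes, 5 were higher when adjusted over the list alone, and the list passed the set test (adjusted p = 0.000201, median log2 fold change 0.20 in the authors' deposited table). Of 45 measured components of p38 MAPK signalling, 2 were higher with 20 ng/mL FGF9, 1 was lower and 42 did not pass the test (2 higher and 2 lower when adjusted over the list alone). Among them Ddit3, a stress-induced transcription factor, was 1.76-fold higher (interval 1.37 to 2.28, adjusted p = 0.00154). Mef2c, a transcription factor that p38 MAPK phosphorylates, was 1.69-fold lower (adjusted p = 0.00172). As a whole the p38 list did not pass the set test with 20 ng/mL FGF9 (adjusted p = 0.666) or FGF2 (adjusted p = 0.822), and its median log2 fold change with 20 ng/mL FGF9 was -0.01 in the authors' deposited table. Of 39 measured components and targets of TGF-β signalling, 1 was higher, 1 was lower and 37 did not pass the test, with the same counts when adjusted over the list alone. The higher gene was Skil, a corepressor of SMAD proteins, at 1.37-fold (interval 1.14 to 1.66, adjusted p = 0.038, and 0.0725 with no filter on low counts). Ltbp1, a binding protein of latent TGF-β, was 1.99-fold lower (adjusted p = 0.0136). The TGF-β list did not pass the set test with 20 ng/mL FGF9 (adjusted p = 0.597) or FGF2 (adjusted p = 0.855). Vim, a marker of fibroblasts, moved with the interferon-stimulated genes at 20 ng/mL FGF9 and was 3.36-fold higher (interval 2.29 to 4.92). These values measure mRNA and not phosphorylation of kinases, and the components that the pathway software counts were not used here.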

We used pathway inhibitors to verify if disrupting them would negate the proliferative advantage of FGF9 in culture (Figure S6). After seeding cells and exposing cells to control treatment, SB203580 (p38 MAPK pathway inhibitor) reduced the growth of control cells by 25.5 ± 5.3%. FGF9‐treated cultured THY‐1^+^ germ cells grew faster than control, but when FGF9‐treated cells were exposed to SB203580, the growth was reduced by 45.2 ± 3.2%, significantly more than control (Figure 4B,C). FGF9 treatment with and without SB203580 did not substantially alter the colony number per 10^4^ cultured THY‐1^+^ germ cells as compared with unexposed controls (Figure 4D). However, the total number increase of SSCs with FGF9 treatment was largely abolished by SB203580, indicating that disruption of p38 MAPK pathway eliminated the growth advantage conferred by FGF9 (Figure 4E). We found that the phosphorylated p38 MAPK protein significantly increased with FGF9 treatment while the total amount of p38 MAPK did not change (Figure 4F,G). These results show FGF9 promotes SSC proliferation via p38 MAPK pathway.

**FIGURE 4:**
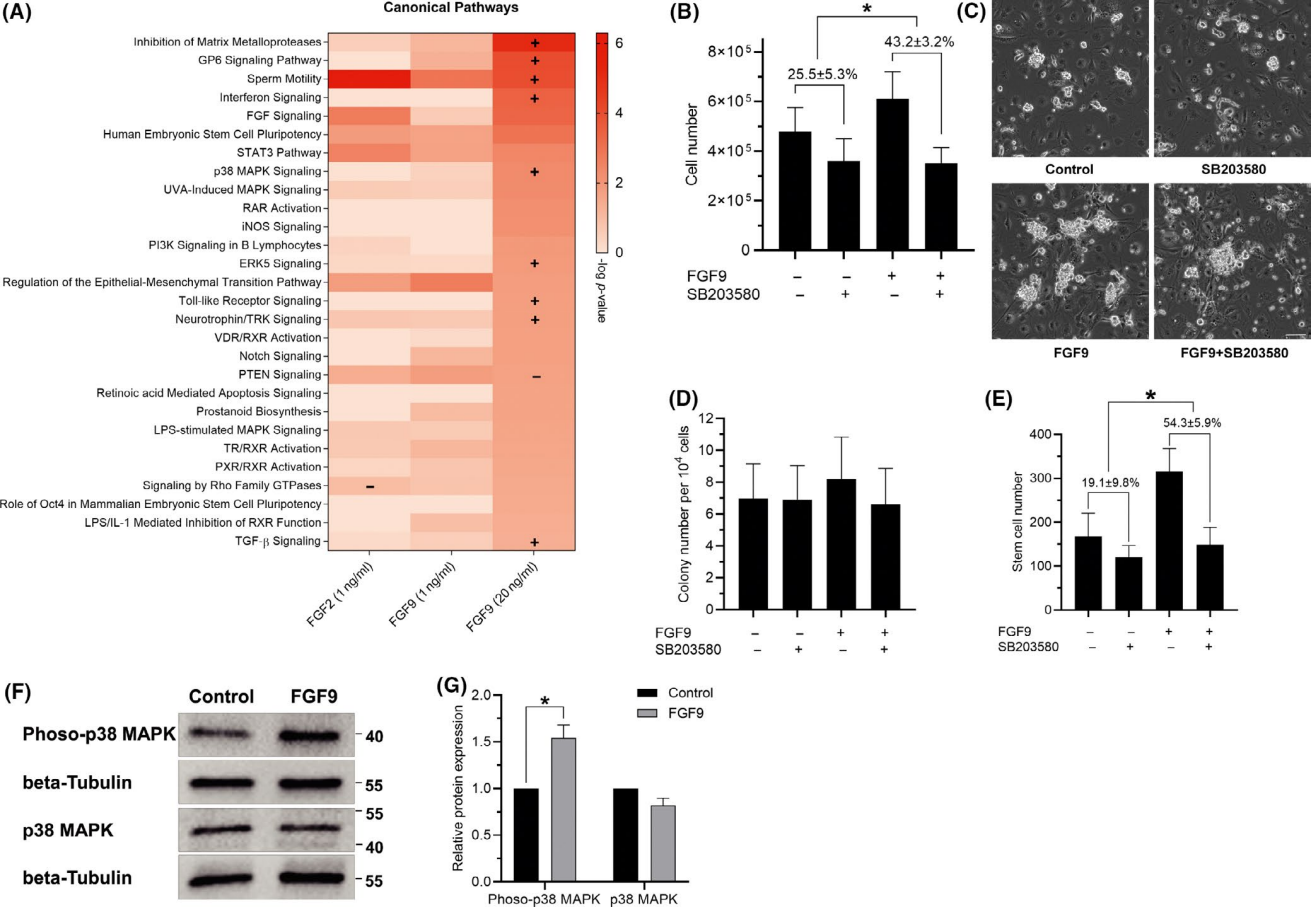
Regulation of p38 MAPK signalling by FGF9 in germ cells. A, Top signalling pathways from Ingenuity Pathway Analysis (Qiagen) of RNA‐seq data. Germ cells were treated with GDNF, GFRα1 and FGFs for 7 d. Then, cells were harvested for RNA‐seq (n = 3). Pathways ordered by 20ng/mL FGF9 *P*‐values. Scale shows ‐log *P*‐value and ‘+’denotes Z‐score of > 1 and ‘‐’ a Z‐score of <−1. B, Effect of SB203580 on germ cell number. Cultured THY‐1^+^ germ cells (ie, heterogeneous cultures of cells including stem cells and spermatogonia) were grown for 7 d in mSFM with GDNF and GFRα1. Cells were additionally treated with 5 μmol/L of SB203580, 20 ng/mL FGF9, neither or both. Percentages show proportional reduction of cell number after 7 d (n = 3). *P < .05, Student's *t* test between proportional germ cell loss. C, Representative morphology of cultured THY‐1^+^ germ cell clumps after treatment for 7 d. Scale bar: 100 µm. D, Colony number per 10^4^ cultured THY‐1^+^ germ cells following transplantation (n = 4, 5 testes per replicate). *P < .05, ANOVA. E, SSC number following 1 wk in culture. Percentages show proportional reduction of cell number after 7 d (n = 4, 5 testes per replicate). *P < .05, Student's *t* test between proportional stem cell losses. F, Protein expressions of phosphorylated‐p38 MAPK and p38 MAPK in germ cells with different treatments. Germ cells were cultured with FGF9 (40 ng/mL) for 2 d and protein was extracted for detection. G, Quantitation of phosphorylated‐p38 MAPK and p38 MAPK protein expressions in germ cells with different treatments (n = 3). *P < .05, Student's *t* test. All error bars show SEM

### 3.4 Regulation of *Etv5* by FGF9

While conventional bulk RNA‐seq provided pathways perturbed by FGF9, cells in culture represent a heterogeneous population, only some of which are stem cells capable of reconstituting a niche. In order to determine whether FGF9 affects a subset of cells within the culture, established THY‐1^+^ germ cells were treated with FGF9 and single‐cell RNA‐seq was performed. After filtering, 4482 FGF9‐treated cells were sequenced with a median 13,289 unique molecular identifiers (UMIs) and 4,300 genes. The control sample contained 4,143 cells with a median 14,927 UMIs and 4,626 genes (Figure S7B). Cells were clustered and scored for RNA velocity and cell cycle phase (Figure S7A and C). Cells in S or G_2_/M phases clustered together, and the RNA velocity was dominated by cell cycle changes. FGF9‐treated cells showed a higher proportion of cells in S or G_2_/M (Figure 5A) and modestly higher RNA velocity (Figure S7A). Only a small number of contaminating STO feeder cells were detected (Figure S7G). To remove the effect of cell cycle on clustering, cell cycle genes were regressed out and the cells reclustered. Cells showed substantial cluster overlap between treatments (Figure 5B). Unbiased clustering showed four clusters, assigned to three cell types via pseudotime trajectory (Figure 5C) and pattern of gene expression (Figure 5E and Figure S7L). While it is important to note cells in vitro may not match exactly to developmental stages in the testis, clusters were defined as ‘SSCs’, that is, the most undifferentiated cells that displayed stem cell markers such as E26 variant transcription factor 5 (*Etv5*) and *Gfra1*; ‘progenitors’ being intermediate cells showing undifferentiated markers such as neurogenin 3 (*Neurog3*); and ‘differentiated spermatogonia’ as cells showing the earliest markers of differentiating spermatogonia (Figure 5D,E and Figure S7L). In each case, the control cells were used for assessment of markers. FGF9 treatment in SSCs was associated with both higher expression and more cells expressing stem cell marker genes such as *Etv5*, rearranged during transfection (*Ret*) and *Gfra1* and significantly lower expression of *Sox3*, spermatogenesis and oogenesis specific basic helix‐loop‐helix 1 (*Sohlh1*), and ubiquitin C‐terminal hydrolase L1 (*Uchl1*, Figure 5F and Figure S7I). The SSC compartment also contained more cells in S or G_2_M phases after FGF9 treatment: 60 out of 666 (9.0%) FGF9‐treated cells compared with 8 out of 442 control cells (1.8%, Figure S7D‐F). Interestingly, higher expression of SSC marker genes was also observed in progenitor and differentiating germ cells (Figure 5F), suggesting that FGF9 treatment results in higher expression of *Etv5* even in progenitor/differentiating cells. The upregulation of stem cell marker genes like *Etv5* is also associated with both an increase in unspliced transcript counts (Figure S7K) and unspliced to spliced ratio of these genes (Figure S7H), suggesting that the observed increase in gene expression is due to enhanced transcription. *Stra8* is a gene upregulated by retinoic acid‐induced differentiation^32^ but does not show a difference between treatment groups, indicating this pathway has not been activated in differentiating cells in culture. While SSC marker expression was more prevalent across differentiating cell types after treatment, 80% of FGF9‐treated cells nevertheless clustered with progenitor or differentiating control cells. The presence of the receptor KIT was also assayed, and while *Kit* expression and KIT epitope patterning were relatively weak, control cells nevertheless showed higher expression of both RNA and protein than FGF9‐treated cells (Figure S7J).

**FIGURE 5:**
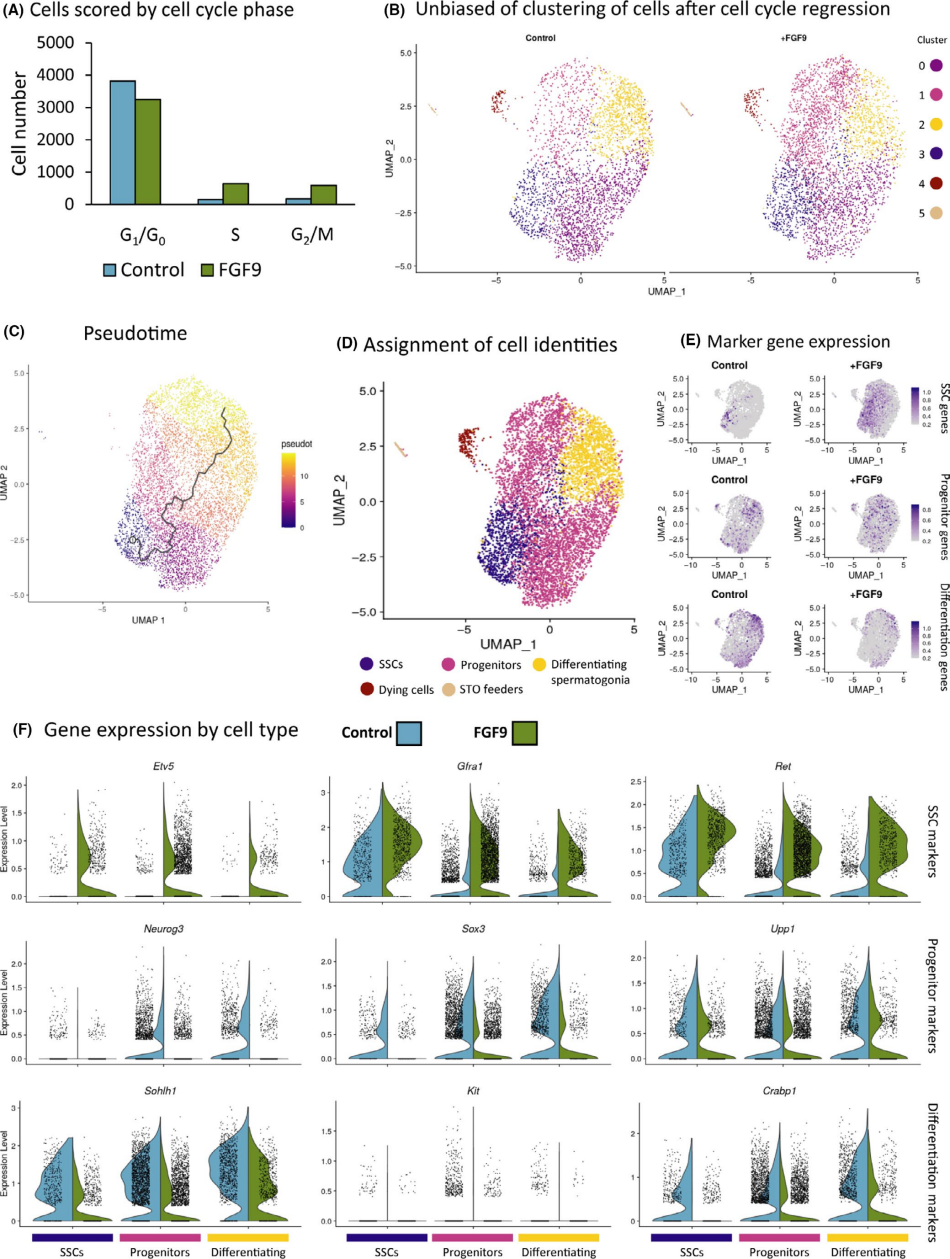
Single‐cell RNA‐sequencing analysis of FGF9 effect on cultured THY‐1^+^ germ cells in vitro. RNA‐sequencing analysis of 4,143 cells cultured for 48 h in mSFM with 20 ng/mL FGF9 integrated with 4482 control cells cultured with no growth factors for the same time. A, Cells clustered and scored for cell cycle expression (see Figure S7C). B, Clustering of cells after regressing out cell cycle genes for S and G_2_M phases. C, Pseudotime trajectory. D, Assignment of unbiased clusters to cell identities indicated by gene expression profile (see Figure S7G for dying cells and STO). Note that ‘SSCs’ are used to designate the cluster containing SSCs, it is likely that not all cells are true SSCs. E, Module scores using sets of marker genes. For SSC: *Gfra1, Ret, Etv5, Id4, Tspan8* and *Esrp1*. For progenitor spermatogonia: *Upp1, Lhx1, Nanos3, Sox3* and *Galnt12*. For differentiating spermatogonia, *Kit, Sohlh1, Crabp1* and *Lmo1*. F, Violin plots of gene expression by cell type and treatment. Three genes were selected as representative markers of gene expression for each of the three cell identities

Figure 6A shows the effect of FGFs on the genes known to be involved in self‐renewal or differentiation of spermatogonia (Table S2). 

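Id4, an inhibitor of DNA binding enriched in SSCs, was higher with 20 ng/mL FGF9 than in the control. It lies on chromosome 13 of GRCm38 from 48261228 to 48266026 (ENSMUSG00000021379), and its derived mean was 542 in the control and 766 with FGF9. This is a fold change of 1.41 (95% interval 1.22 to 1.64, adjusted p = 0.000625) computed from the authors' deposited table. Of the 13 genes that Figure 6A groups as self-renewal genes, Id4 was the 1 that passed the test with 20 ng/mL FGF9, none was lower and 12 did not pass (1 higher when adjusted over the list alone). The log2 fold change in the authors' deposited table was positive for 13 of the 13 genes with 20 ng/mL FGF9, for 11 with 1 ng/mL FGF2 and for 7 with 1 ng/mL FGF9. With FGF2 none of them passed over all genes, and 5 were higher when adjusted over the list alone. The list passed the set test with 20 ng/mL FGF9 (adjusted p = 7.94e-05, median log2 fold change 0.16 in the authors' deposited table) and with FGF2 (adjusted p = 1.25e-09, median 0.20), and not with 1 ng/mL FGF9 (adjusted p = 0.933). The study chose these genes and shows them on these samples, so the counts are not independent evidence of direction. Gfra1, the receptor subunit that binds GDNF, had a fold change of 1.12 with 20 ng/mL FGF9 (interval 1.03 to 1.21, adjusted p = 0.193) and of 1.15 with FGF2 (interval 1.06 to 1.25, adjusted p = 0.199). Sdc4, a heparan sulphate proteoglycan of the cell surface, had fold changes of 1.12 and 1.20 (adjusted p = 0.415 and 0.243). Lhx1, a homeobox transcription factor, had fold changes of 1.22 and 1.28 (adjusted p = 0.277 and 0.44). Thy1 had a derived mean of 46.6 in the control and a fold change of 2.56 with 20 ng/mL FGF9 (interval 0.922 to 7.11), and it is also on the list of fibroblast markers. S100a4, another fibroblast marker, was 12.4-fold higher with 20 ng/mL FGF9 (interval 6.89 to 22.3). A wider list of 26 genes of undifferentiated spermatogonia, which shares 9 genes with the list of 13, held 1 higher and no lower gene with 20 ng/mL FGF9 and 25 that did not pass the test (1 higher and 2 lower when adjusted over the list alone). It did not pass the set test with 20 ng/mL FGF9 (adjusted p = 0.231). With FGF2 none of the 26 passed over all genes, 6 were higher when adjusted over the list alone, and the list passed the set test (adjusted p = 5.64e-10).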

Self‐renewal genes show increased expression particularly for 20 ng/mL FGF9 and 1 ng/mL FGF2 treatments. Conversely, differentiation genes show a general trend of downregulation. 

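Of the 8 genes of spermatogonial differentiation in Figure 6A, 3 were lower with 20 ng/mL FGF9, none was higher and 5 did not pass the test (4 lower when adjusted over the list alone). Dmrtb1, a transcription factor that coordinates entry into meiosis, lies on chromosome 4 of GRCm38 from 107676290 to 107684230. Its derived mean was 456 in the control and 320 with 20 ng/mL FGF9, 1.43-fold lower (adjusted p = 0.00105). Tex101, a germ cell surface protein, was 1.24-fold lower, with derived means of 2669 and 2152 (adjusted p = 0.00119). Dmrt2, a further gene of the DM domain family, was 1.28-fold lower (adjusted p = 0.0207). Sycp3, Prdm9 and Stra8, which act at meiosis, had fold changes of 1.05, 1.20 and 1.29 (adjusted p = 0.842, 0.887 and 0.716). The list passed the set test with 20 ng/mL FGF9 (adjusted p = 0.00146, median log2 fold change -0.23 in the authors' deposited table), but its adjusted p was 0.151 when ranks were used, an alternative chosen after seeing the data. None of the 8 genes passed over all genes with 1 ng/mL FGF2, 1 was lower when adjusted over the list alone, and the list did not pass the set test (adjusted p = 0.0747). For Dmrtb1 with FGF2 the fold change was 0.752 (95% interval 0.643 to 0.879, adjusted p = 0.11). At the lower dose of FGF9 none passed, and the adjusted p of the set test was 0.933. As the study chose these 8 genes and shows them on these samples, their counts are not independent evidence of direction. In a wider list of 14 genes of differentiating spermatogonia, which shares 3 genes with those of Figure 6A, 2 were lower with 20 ng/mL FGF9, none was higher and 12 did not pass the test (3 lower when adjusted over the list alone). These were Dmrtb1 and Crabp1, a cytosolic binding protein of retinoic acid that was 1.68-fold lower (derived means 393 and 233, adjusted p = 0.00326). The wider list passed the set test with 20 ng/mL FGF9 (adjusted p = 1.74e-05) and with FGF2 (adjusted p = 0.00091), where 14 of 14 log2 fold changes in the authors' deposited table were negative and none passed the gene test over all genes. Of 25 genes of meiosis none passed the test with 20 ng/mL FGF9, over all genes or adjusted over the list alone, and the set test gave an adjusted p of 0.874. In the same comparison Bgn, a proteoglycan of fibroblasts, was 3.32-fold higher (interval 1.94 to 5.70).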

To validate this effect, cells were cultured for 2 days in mSFM lacking growth factors, treated for 2 days with 20 ng/mL FGF9 and then cultured with mSFM lacking growth factors for 2 days (Figure 6B, ‘starvation’, ‘FGF9’ and ‘withdrawal’, respectively). After treatments, qPCR was performed on the SSC markers *Etv5,* inhibitor of DNA binding 4 (*Id4*), syndecan 4 (*Sdc4*)*, Csf1, Gfra1* and the differentiation marker *Kit*. All SSC markers showed an uptick after FGF9 treatment that returned to baseline after withdrawal; whereas *Kit* showed a downregulation during FGF9 exposure (Figure S8A). Of these, *Etv5* showed the most dramatic response following FGF9 treatment (Figure 6B and Figure S8A). It is notable that *Etv5* did not show significant upregulation in RNA‐seq data (Figure 6A), possibly because the cultures used for RNA‐seq included GDNF and GFRα1 that are known to regulate *Etv5* expression.^9^, ^33^ Results also showed a significant decrease of *Etv5* expression in cells exposed to SB203580 (Figure 6C). 

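Etv5, an ETS family transcription factor, had nearly equal derived means in the 4 groups. It lies on chromosome 16 of GRCm38 from 22381309 to 22439719 (ENSMUSG00000013089). The derived mean was 12556 normalized counts in the control, 12699 with 20 ng/mL FGF9, 11975 with 1 ng/mL FGF9 and 13764 with 1 ng/mL FGF2. Computed from the authors' deposited table, the fold change with 20 ng/mL FGF9 was 1.01 (95% interval 0.919 to 1.11, adjusted p = 0.978). For FGF2 it was 1.10 (interval 0.996 to 1.21), with an unadjusted p of 0.0603 in the authors' deposited table. In the direct contrast, Etv5 with 20 ng/mL FGF9 was at 0.923 of its level with FGF2 (interval 0.838 to 1.02, adjusted p = 0.761). Etv5 is 1 of 23 feedback targets of FGF and ERK signalling, of which none passed the test with 20 ng/mL FGF9 over all genes and 1 was higher when adjusted over the list alone. As a whole this list passed the set test with 20 ng/mL FGF9 (adjusted p = 0.0058, median log2 fold change 0.11 in the authors' deposited table) and with FGF2 (adjusted p = 3.71e-05), where 2 were higher when adjusted over the list alone. Etv1, another ETS factor of the list, had the largest fold change with 20 ng/mL FGF9 at 4.99 (interval 1.80 to 13.9, adjusted p = 0.0639), from a derived mean of 35.5 in the control. Dusp6, a phosphatase of ERK, had fold changes of 1.12 with 20 ng/mL FGF9 (adjusted p = 0.256) and 1.19 with FGF2 (interval 1.09 to 1.31, adjusted p = 0.0708). Fibroblast markers were also higher as a list with 20 ng/mL FGF9 than in the control (7 of 24 higher, none lower, adjusted p = 3.2e-15 in the set test).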

To further confirm *Etv5* is required for the effect of FGF9 on cell growth, small interfering RNA (siRNA) was applied. THY‐1^+^ germ cell number in the *Etv5* knockdown group was significantly lower than the control (Figure 6D,E). SSC number per 10^4^ cultured THY‐1^+^ germ cells was reduced by a small, but significant amount (Figure 6F). *Etv5* siRNA treatment reduced total stem cell number significantly by 50% (Figure 6G). These results indicate FGF9 activates *Etv5* through p38 MAPK pathway.

**FIGURE 6:**
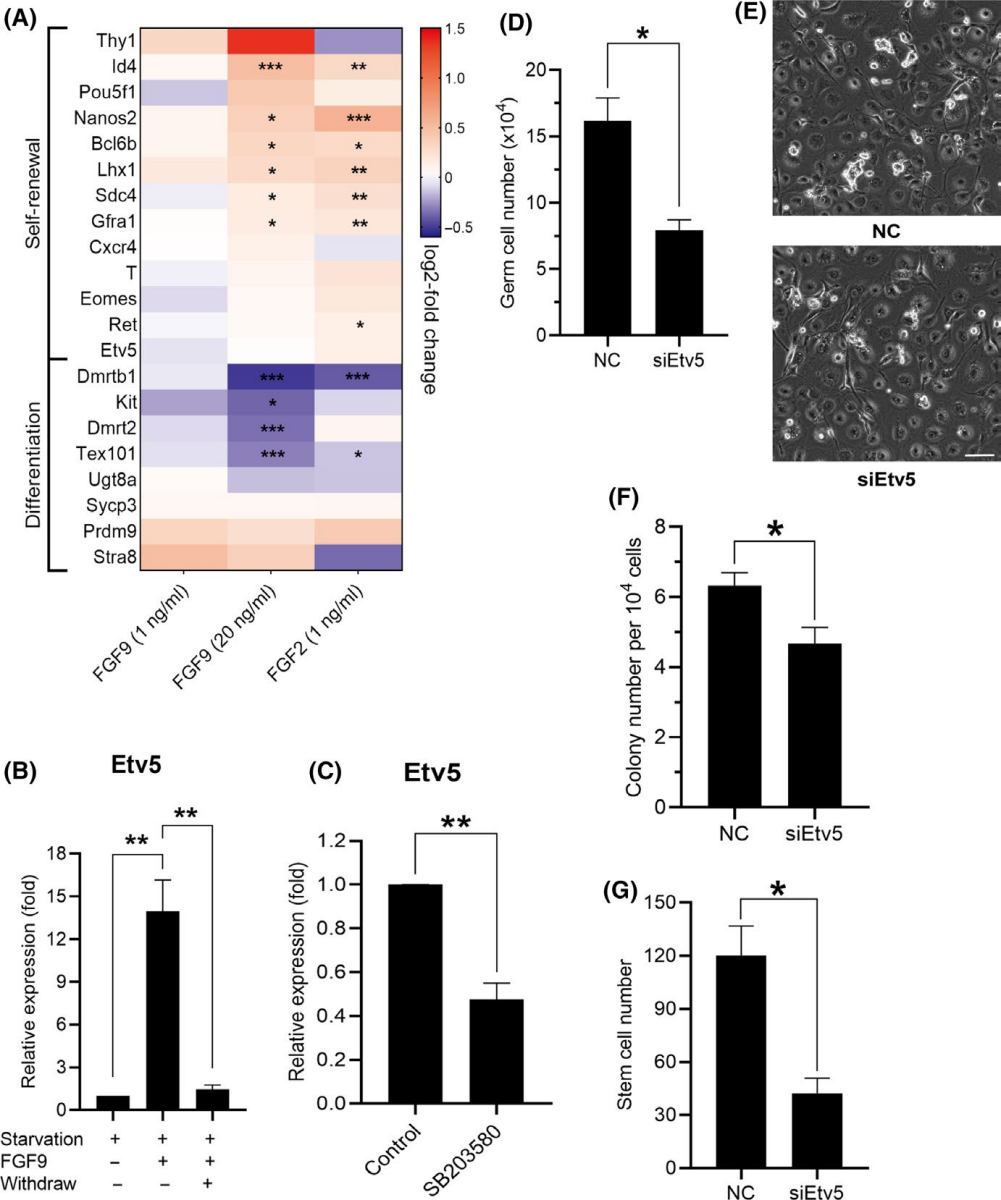
Regulation of *Etv5* by FGF9 in germ cells. A, Heat map of selected self‐renewal and differentiation genes. Scale shows log_2_‐fold change. *P < .05, **P < .01, ***P < .001. B, qPCR expression values of *Etv5* (n = 3). Starvation treatment: cells cultured in mSFM with no growth factors for 2 d. FGF9 treatment: cells treated with mSFM containing 20 ng/mL of FGF9 for 2 d. Withdraw treatment: cells cultured in mSFM with no growth factors for 2 d. **P < .01, ANOVA. C, qPCR analysis of *Etv5* expression. Cells were cultured with FGF9 or FGF9 with SB203580 (30 μmol/L) for 3 d and then harvested for qPCR analysis (n = 3). **P < .01, Student's *t* test. D, Effect of *Etv5* siRNA on germ cell number. After 24 h of transfection of *Etv5* siRNA, cells were cultured with FGF9 for 6 d (n = 3). *P < .05, Student's *t* test. E, Representative morphology of cultured THY‐1^+^ germ cell clumps after treatment for 6 d. Scale bar: 100 µm. F, Colony number per 10^4^ cultured THY‐1^+^ germ cells following transplantation (n = 3, 4 testes per replicate). After 24 h of transfection of *Etv5* siRNA, cells were cultured with FGF9 for 6 d and then transplanted into recipient animals. *P < .05, Student's *t* test. G, SSC number recovered from culture (n = 3, 4 testes per replicate). *P < .05, Student's *t* test. All error bars show SEM

### 3.5 FGF9 activates *Bcl6b* through *Etv5*

We selected LIM homeobox 1 (*Lhx1*), brachyury (*T*) and B‐cell CLL/lymphoma 6 member B (*Bcl6b*) as candidates to investigate the downstream effect of *Etv5* (Figure S8B).^34^, ^35^ Of these, only *Bcl6b* showed a concomitant upregulation with *Etv5* when cultured THY‐1^+^ germ cells were exposed to FGF9 (Figure 7A). There was a significant decrease of *Bcl6b* expression following *Etv5* knockdown (Figure 7B). When treated with FGF9, *Bcl6b* expression was indeed reduced when *Etv5* was knocked down (Figure 7C). In addition, we saw a significant decrease of *Bcl6b* expression in cultured THY‐1^+^ germ cells when treated with SB203580 (Figure 7D). These results demonstrated that p38 MAPK phosphorylation induced by FGF9 regulates *Bcl6b* expression via *Etv5* in germ cells.

**FIGURE 7:**
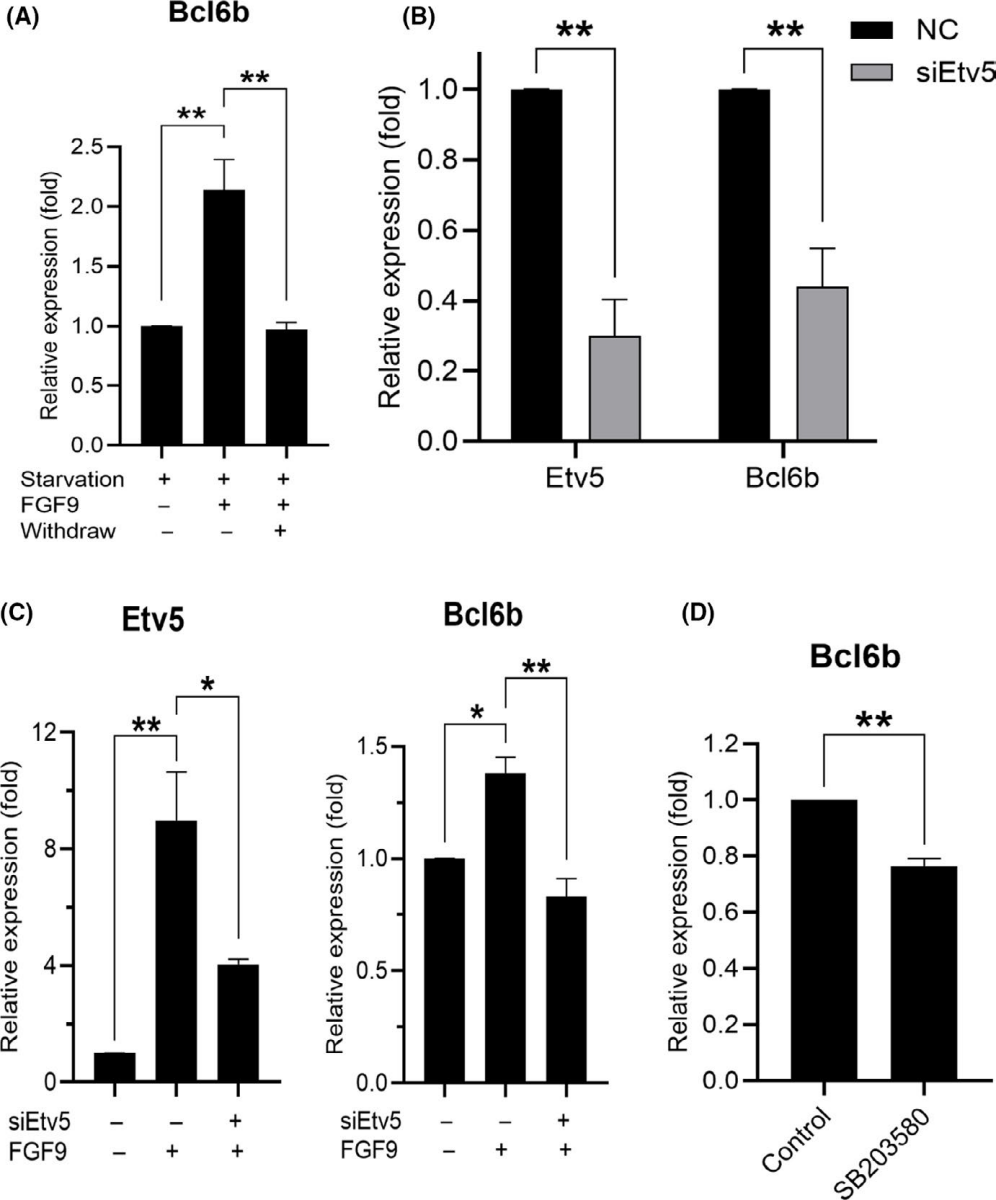
Regulation of *Bcl6b* by *Etv5* after FGF9 activation. A, qPCR expression values of *Bcl6b* (n = 3). Starvation treatment: cells cultured in mSFM with no growth factors for 2 d. FGF9 treatment: cells treated with mSFM containing 20 ng/mL of FGF9 for 2 d. Withdraw treatment: cells cultured in mSFM with no growth factors for 2 d. *P < .05, ANOVA. B, qPCR analysis of *Etv5* and *Bcl6b* expressions in cultured THY‐1^+^ germ cells after 24 h of transfection with *Etv5* siRNA (n = 3). *P < .05, Student's *t* test. C, qPCR analysis of *Etv5* and *Bcl6b* expressions in cultured THY‐1^+^ germ cells. After 24 h of transfection of Etv5 siRNA, cells were starved for 2 d and treated with FGF9 for 2 d (n = 3). *P < .05, **P < .01, ANOVA. D, qPCR analysis of *Bcl6b* expression. Cells were cultured with FGF9 or FGF9 with SB203580 (30 μmol/L) for 3 d and then harvested for qPCR analysis (n = 3). **P < .01, Student's *t* test. All error bars show SEM

## 4 DISCUSSION

The FGF family plays an important role in diverse physiological processes, both in embryonic development and as growth factors throughout life.^36^ Many FGFs are expressed in the testis along with FGF receptors.^37^ FGF signalling is intimately tied to SSC self‐renewal. The FGF receptors FGFR2 and FGFR3 show striking paternal age effects for the specific mutations that cause Apert's syndrome and achondroplasia, respectively, and these mutations show compelling evidence for clonal expansion of SSCs through inappropriate FGF signalling.^38^, ^39^ FGF2 has been known to regulate SSC proliferation, both in culture^8^, ^10^, ^11^ and in vivo.^40^ While FGF2 has been extensively studied, much remains to be known about the role of other FGF proteins expressed within the testis.^36^

The most well‐known growth factor for SSC self‐renewal is GDNF.^41^ In mutant mice containing a *Ret*‐inactivating mutation that disrupts GDNF action, a subset of spermatogonia persist via FGF signalling from Sertoli cells.^18^ This suggests FGFs can stimulate SSC self‐renewal independent of GDNF signalling. PLZF is a marker for undifferentiated spermatogonia,^42^ and in our experiments, WT testes displayed few PLZF^+^ cells, consistent with undifferentiated spermatogonia comprising only 0.3% of germ cells.^43^ Following *Fgf9* stimulation, PLZF^+^ cells were spread around the basement membrane and tubules lacked differentiating cell types, as determined by morphology and SYCP3 expression, a protein involved in the synaptonemal complexes of meiosis.^44^ The observed increased number of PLZF^+^ cells in tubules overexpressing FGF9 along with loss of chains of cells suggests an increase in progenitor spermatogonia and potentially an increase in SSCs.^45^

In order to dissect the effect of FGF9 on SSCs, we turned to our in vitro SSC culture system. SSC number increased with FGF9 dose in a similar manner as FGF2.^10^ Meanwhile, RNA‐seq data indicated that both FGF9 and FGF2 induced similar gene regulations, broadly upregulating SSC self‐renewal genes such as *Nanos2*, *Id4*, *Etv5* and *Bcl6b*.^46^, ^47^, ^48^ This is associated with a downregulation of spermatogonial differentiation genes such as *Dmrt1* and *Kit*,^49^, ^50^ and these changes are consistent with both FGF2 and FGF9 being pro‐stem cell factors. 

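Man2a2, a mannosidase of the Golgi, was 1.93-fold higher with 20 ng/mL FGF9 (95% interval 1.49 to 2.49) and 1.89-fold higher with FGF2 (interval 1.46 to 2.44). Anxa1, a phospholipid-binding protein, was 6.21-fold higher with FGF2 (interval 3.00 to 12.8, adjusted p = 0.00367). It was also called with 20 ng/mL FGF9, at 3.28 times its level with FGF2 (interval 1.63 to 6.58, adjusted p = 0.0617 in the direct contrast). Elovl6, a fatty acid elongase, was 1.34-fold and 1.36-fold higher (adjusted p = 7e-05 and 0.000887), and Irs2, an insulin receptor substrate, was 1.35-fold and 1.34-fold higher (adjusted p = 0.000241 and 0.00555). Among self-renewal genes, Nanos2, an RNA-binding protein that maintains SSCs, had fold changes of 1.29 with 20 ng/mL FGF9 (interval 1.05 to 1.58, adjusted p = 0.217) and 1.50 with FGF2 (interval 1.22 to 1.83, adjusted p = 0.0594). Bcl6b, a transcriptional repressor, had fold changes of 1.25 and 1.23 (adjusted p = 0.342 and 0.94). For Id4 the fold change with FGF2 was 1.23 (interval 1.06 to 1.43, adjusted p = 0.446), and in the direct contrast 20 ng/mL FGF9 gave 1.15 times the level with FGF2 (adjusted p = 0.683). Kit, the receptor of stem cell factor, had a derived mean of 772 in the control and fold changes of 0.769 with 20 ng/mL FGF9 (interval 0.622 to 0.95, adjusted p = 0.221) and 0.932 with FGF2 (interval 0.755 to 1.15). Dmrt1, a DM domain transcription factor, had fold changes of 0.951 (interval 0.899 to 1.01, adjusted p = 0.534) and 0.972 (interval 0.919 to 1.03). Of the genes higher with 20 ng/mL FGF9, 270 also had a positive log2 fold change with FGF2 and 223 with 1 ng/mL FGF9 in the authors' deposited table, and of those lower, 160 and 142 had a negative one. Since all treatments share the control libraries, genes selected in this way can share signs with no effect of FGF2, as far as their FGF9 changes are chance. In 1000 simulated draws with no such effect, a mean of 156 (95% of draws 138 to 173) of the higher genes and 87.5 (74 to 101) of the lower had the same sign if the FGF9 changes were taken as real. If these were taken as wholly chance, the values were 310 (306 to 313) and 172 (168 to 175). Called genes shared with FGF2 were 14 higher and 3 lower, against 0.353 and 0.0591 for independent lists. The draws gave 0.007 and 0.009 with the FGF9 changes taken as real, and 22.3 (16 to 29) and 5.36 (2 to 9.03) with them taken as wholly chance. Part of the sharing may come from the common control libraries. Across 17755 genes, the log2 fold changes of the 2 treatments had a Pearson r of 0.560, a Spearman rho of 0.471 and a covariance of 0.149. Both treatments were compared with the same control libraries, and 100 simulated draws with no effect of either factor gave a mean r of 0.511 (0.440 to 0.575), a rho of 0.446 and a covariance of 0.0784 (0.0629 to 0.0983). Without 29 genes with a derived mean near 0 in a group, the covariance was 0.0784 against a simulated 0.0681 (0.0588 to 0.0856), and over genes with a mean of at least 50, r was 0.345 against a simulated 0.510 (0.355 to 0.631), rho 0.492 against 0.458 and the covariance 0.0407 against 0.0330 (0.0205 to 0.0452). The paper describes its changes in self-renewal and differentiation genes as compatible with FGF2 and FGF9 both being pro-stem cell factors.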

At the single‐cell level, we see that FGF9 enhances expression of *Etv5* along with the other stem cell markers such as *Ret* and *Gfra1* expression in the defined SSCs cluster. We see a pattern of increased stem cell markers across all cell types along with a decrease in differentiation markers. This is evidenced by both more cells within the cluster showing detectable transcripts as well as higher normalized counts, although FGF9‐treated cells continue to cluster with differentiating control cells. This suggests that pro‐stem cell pathways are activated by FGF9 across all cells in culture but only partially prevent differentiation as heterogeneity persists in culture. To support this RNA finding, we detected in cells exposed to FGF9 a reduction of KIT protein on the cell surface in comparison with untreated cells. We also see more cells in S or G2/M phases, suggesting that cell division is promoted and this accounts for the higher cell numbers with FGF9 treatment.

MAP kinases are divided into three main families, each of which have been reported to be involved in SSC regulation.^9^, ^51^ These are the extracellular signal‐regulated kinases (ERKs), the Jun amino‐terminal kinases/stress‐activated protein kinases (JNKs/SAPKs) and p38 MAP kinase, see Figure 8B.^52^, ^53^ Activation of MAP2K1 from the ERK family in the absence of FGF2 produces an increase in germ cell number,^9^ providing strong evidence that FGF2 operates through the ERK family. However, FGF2 has also been reported to stimulate germ cell p38 MAPK phosphorylation, and p38 MAPK is essential for mouse male germline stem cell self‐renewal.^51^, ^54^ In our results, we found p38 phosphorylation inhibition eliminated the FGF9‐provided growth advantage for both cultured THY‐1^+^ germ cells and SSCs, suggesting an important role of p38 MAPK in the activation of FGFs on SSC self‐renewal. MAP2K1 overexpression in germ cells increases expression of *Etv5* and *Bcl6b*.^9^ *Etv5* is necessary for homeostatic spermatogenesis considering that mice with a knockout of *Etv5* undergo the first wave of spermatogenesis but suffer a steady loss of germ cells over time.^55^ siRNA treatment against *Etv5* reduces SSC self‐renewal in vitro and *Bcl6b* expression,^34^ indicating *Bcl6b* is downstream of *Etv5*. siRNA knockdown of *Bcl6b* reduces SSC number in culture and targeted deletion in mice results in abnormal morphology of seminiferous tubules, reduced testis size and compromised fertility.^47^ Given that both *Etv5* and *Bcl6b* are critical for the proper self‐renewal of murine SSCs, we demonstrated here that FGF9 also upregulated both *Etv5* and *Bcl6b* as a response to p38 MAPK phosphorylation. Taken together, FGF2 and FGF9 share many similarities in their effect on germ cells including gene expression profiles, shared pathway activation, growth advantage to germ cell number in culture and SSC proliferation. 

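Genes of the integrated stress response were higher with 20 ng/mL FGF9 than with 1 ng/mL FGF2. Of 19 measured members, 7 were higher, none was lower and 12 did not pass the test in the direct contrast (10 higher when adjusted over the list alone), and the list passed the set test (adjusted p = 2.74e-21). Atf4, the transcription factor at the centre of this response, was 1.47-fold higher (95% interval 1.35 to 1.60, adjusted p = 5.66e-16), with derived means of 3139 with FGF2 and 4619 with FGF9. Chac1, a glutathione-degrading enzyme, was 3.16-fold higher (interval 2.33 to 4.30, adjusted p = 6.68e-10), and Asns, asparagine synthetase, was 1.48-fold higher (interval 1.25 to 1.75, adjusted p = 0.00166). Interferon-stimulated genes were also higher than with FGF2, with 5 of 37 higher, none lower and 32 not past the test (10 higher and 1 lower when adjusted over the list alone, adjusted p = 4.07e-11 in the set test). Fibroblast markers differed in the same direction, with 7 of 24 higher, none lower and 17 not past the test (10 higher when adjusted over the list alone, adjusted p = 9.79e-15). Genes of undifferentiated spermatogonia were lower as a list with 20 ng/mL FGF9 than with FGF2. Of its 26 genes, Lin28a, an RNA-binding protein of early germ cells, was lower, none was higher and 25 did not pass the test (1 lower when adjusted over the list alone, adjusted p = 0.000352 in the set test). Lin28a was 1.19-fold lower (adjusted p = 0.0341). Sox3, a transcription factor of progenitor spermatogonia, was 1.58-fold lower (adjusted p = 0.00834), and Dmrt2 was 1.35-fold lower (adjusted p = 0.00257). The progenitor set of Figure 5E (5 genes, 1 lower, none higher, 3 lower when adjusted over the list alone) was lower than with FGF2 in the set test (adjusted p = 0.00131, and 0.0709 with ranks). So was its set of differentiating spermatogonia (4 genes, none past the test, 1 lower when adjusted over the list alone, adjusted p = 0.00879). The study chose these sets, so they are not independent evidence of direction. The list of matrix metalloproteases and their inhibitors, which also holds Sdc1 and Lrp1, was higher than with FGF2 (4 of 24 higher, none lower, 20 not past the test, 6 higher and 1 lower when adjusted over the list alone, adjusted p = 7.41e-05). So were collagens and laminins (1 of 20 higher, none lower, 19 not past the test, 2 higher when adjusted over the list alone, adjusted p = 0.00163). No difference between the factors passed the set test for the self-renewal genes of Figure 6A (adjusted p = 0.735), S phase genes (adjusted p = 0.856) or cholesterol biosynthesis (adjusted p = 0.464), which does not show that they act alike on these genes. Over all 17726 genes with a derived mean of at least 1 in each group, 219 differed between 20 ng/mL FGF9 and FGF2, 148 higher and 71 lower. The direct contrasts were reconstructed from the fold changes and standard errors of the authors' deposited table. The factors were given at different doses, so factor and dose were not separated here.

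**Figure D1:**
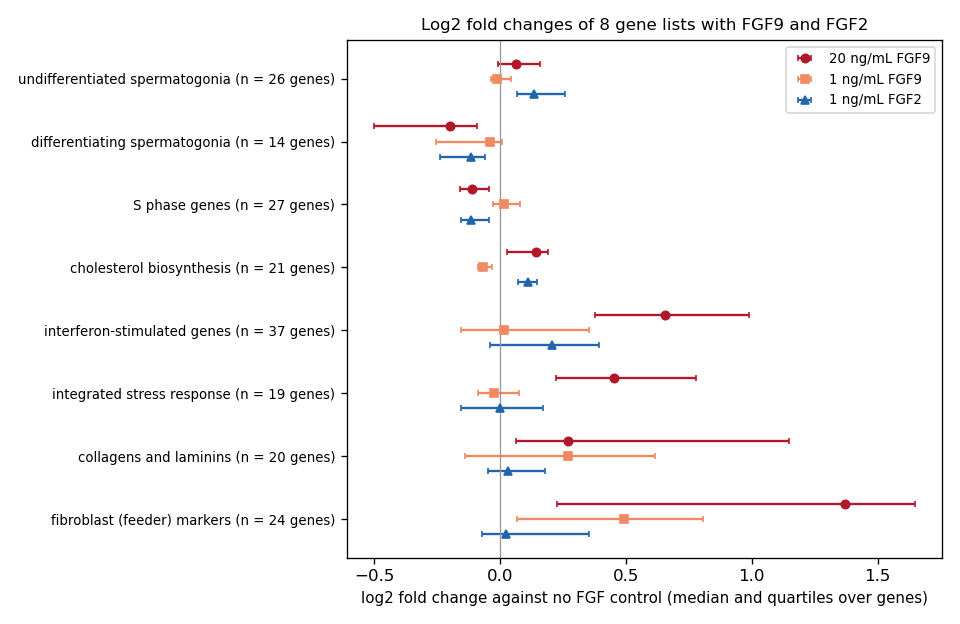
Log2 fold change against the no FGF control for 8 gene lists (x axis, log2 units) with 20 ng/mL FGF9 (circles), 1 ng/mL FGF9 (squares) and 1 ng/mL FGF2 (triangles). Points are medians over the measured genes of each list and bars are their lower and upper quartiles, from the authors' deposited table. The medians of the integrated stress response are 0.45, -0.03 and 0.00 and those of the interferon-stimulated genes 0.65, 0.01 and 0.20.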

Some of this effect is likely to be attributed to the overlap in FGF receptor specificity between FGF2 and FGF9; both share an affinity to FGFR3c and FGFR4Δ and, to a lesser extent, FGFR2c and FGFR1c.^36^ Considerable evidence from animal models and cell culture support FGF2 as a niche factor for SSCs.^56^ Given that FGF9 is expressed in the testis and the similarity in germ cell response to FGF2, it is reasonable to suggest that FGF9 is also an SSC niche factor.

Despite the similarities in mechanistic response to FGF2 and FGF9 stimulation, certain differences between the two factors exist. Firstly, FGF2 is expressed via the Sertoli cells and differentiating germ cells,^56^ while FGF9 is mainly expressed in Leydig cells,^14^, ^15^, ^16^ see Figure 8A. The location of undifferentiated spermatogonial populations along the basement membrane allows them to receive signals such as FGF9 from interstitial cells unlike the differentiating cells surrounded by the Sertoli cells within the adluminal compartment. FGF9’s striking effect on SSC proliferation indicates Leydig cells contribute more to SSC regulation than previously shown. Secondly, FGF2 overexpression via lentiviral vectors does not change the proportion of undifferentiated‐to‐differentiated spermatogonia, despite its potent growth capability in culture,^18^ whereas we show FGF9 overexpression results in a near‐complete block of differentiation coupled with expansion of undifferentiated spermatogonia. This picture is complicated by our observation that FGF9 is less potent at equal concentrations than FGF2 in inducing SSC expansion in culture. These results suggest there are differences in the degree to which FGF2 and FGF9 are capable of inducing SSC proliferation in vivo. The fact that FGF2 knockout does not produce a visible phenotype in the testis^57^ implies that other FGFs can compensate for its absence, and FGF9 may be one of these factors.

**FIGURE 8:**
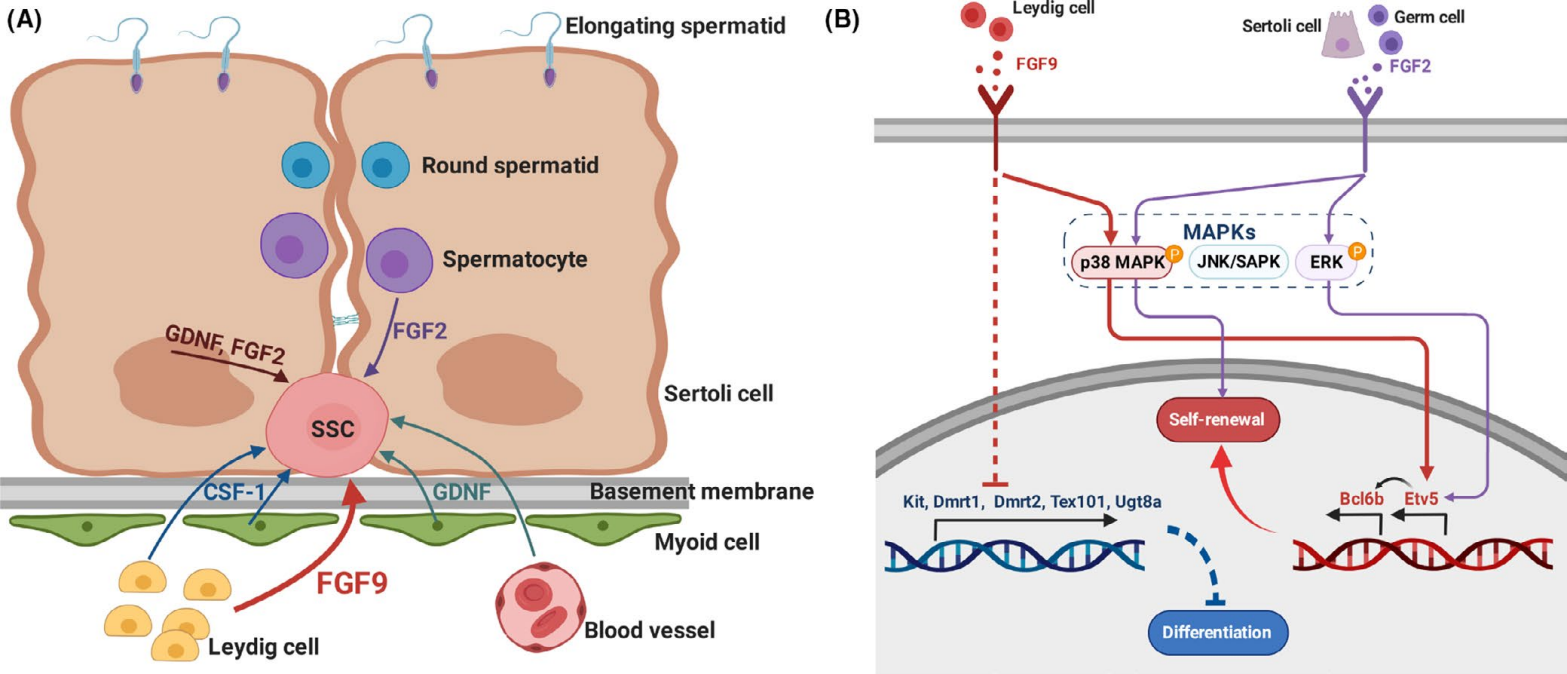
Diagram of proposed action of FGF9. A, Somatic cells provide growth factors to influence cell fate of SSCs. Sertoli cells supply GDNF and FGF2, Leydig cells provide CSF‐1 and FGF9, myoid cells provide GDNF and CSF‐1, blood vessels produce GDNF and FGF2 signalling occurs from differentiating germ cells as well.^2^, ^56^ B, FGF2 induces via FGF receptors (FGFR 1c, 3c > 2c, 1b, 4Δ) both p38 MAPK and ERK signalling pathways that independently lead to proliferation of SSCs via *Etv5* upregulation.^9^, ^36^, ^51^ FGF9 also stimulates FGF receptors (FGFR 3c > 2c> 1c, 3b» 4Δ) with considerable overlap with FGF2,^36^ and we show in this study this leads to p38 MAPK phosphorylation, which activates *Etv5* gene expression as well. After *Etv5* activation, *Bcl6* expression is upregulated, thereby regulating SSC proliferation. Simultaneously, FGF9 exposure inhibits differentiation, ultimately by affecting the expression of pro‐differentiation genes

Understanding how cytokines produced by the niche regulate SSC self‐renewal is vital to our understanding of SSC homeostasis and spermatogenesis. We show FGF9 is a potent niche factor that promotes SSC proliferation. Determining the intracellular mechanisms by which growth factors achieve their control over SSC fate determination is equally important. Our results indicate FGF9 induces phosphorylation of p38 MAPK and activate its signalling cascade within the SSCs. This results in an upregulation of *Etv5* expression, which in turn increases *Bcl6b* expression, ultimately leading to an increased population of stem cells.

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTION

XW, RB, FY and EW designed the study. FY, XG, BD, SW, JS, EW and MA collected the data. FY and EW analysed the data. RB and XW managed the project. EW, FY, RB and XW prepared the manuscript.

## Supporting information

Table S1 Click here for additional data file.

Table S2 Click here for additional data file.

Table S3 Click here for additional data file.

Appendix S1 Click here for additional data file.

## Data Availability

The data are available from the corresponding author upon reasonable request.

# Supplementary material for: FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling
**Source:** Cell Prolif. 2020 Oct 26;54(1):e12933. doi: 10.1111/cpr.12933
**Supplement:** Supplementary file 1 — Table S1

**Primers for lentiviral plasmid construction**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Gdnf* | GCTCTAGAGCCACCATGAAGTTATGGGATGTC | CGGGATCCGATACATCCACACCGTTTAG |
| *Fgf9* | ATGGCTCCCTTAGGTGAAG | GCTTTGGCTTAGAATATCC |
| *Fgf3* | ATGGGCCTGATCTGGCTTCTG | ACAGCCAGTCCACCTGTATGC |
| *Fgf5* | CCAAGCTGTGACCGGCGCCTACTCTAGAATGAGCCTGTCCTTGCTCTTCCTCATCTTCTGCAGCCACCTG | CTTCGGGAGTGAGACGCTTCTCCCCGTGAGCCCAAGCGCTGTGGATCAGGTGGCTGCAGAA |
|  | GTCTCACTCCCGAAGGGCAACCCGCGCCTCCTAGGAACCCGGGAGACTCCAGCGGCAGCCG | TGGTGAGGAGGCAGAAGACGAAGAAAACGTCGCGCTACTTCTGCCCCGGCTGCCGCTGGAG |
|  | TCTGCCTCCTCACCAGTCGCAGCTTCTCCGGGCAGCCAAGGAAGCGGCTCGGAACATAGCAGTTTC | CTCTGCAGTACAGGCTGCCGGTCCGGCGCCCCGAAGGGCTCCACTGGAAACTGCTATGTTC |
|  | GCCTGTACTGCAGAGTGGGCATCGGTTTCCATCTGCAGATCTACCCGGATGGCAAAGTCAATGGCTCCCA | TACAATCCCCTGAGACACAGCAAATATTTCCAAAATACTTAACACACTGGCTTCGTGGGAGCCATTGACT |
|  | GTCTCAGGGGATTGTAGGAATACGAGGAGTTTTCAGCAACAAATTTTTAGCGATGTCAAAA | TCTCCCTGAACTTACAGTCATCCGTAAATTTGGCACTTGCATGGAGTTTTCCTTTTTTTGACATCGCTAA |
|  | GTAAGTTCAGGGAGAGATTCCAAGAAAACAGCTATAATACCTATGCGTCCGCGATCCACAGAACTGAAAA | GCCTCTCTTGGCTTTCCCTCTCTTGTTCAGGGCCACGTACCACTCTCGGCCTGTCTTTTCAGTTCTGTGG |
|  | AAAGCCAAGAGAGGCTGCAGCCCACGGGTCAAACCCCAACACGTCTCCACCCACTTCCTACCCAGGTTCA | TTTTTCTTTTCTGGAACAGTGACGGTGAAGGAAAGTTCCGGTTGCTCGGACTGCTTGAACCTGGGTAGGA |
|  | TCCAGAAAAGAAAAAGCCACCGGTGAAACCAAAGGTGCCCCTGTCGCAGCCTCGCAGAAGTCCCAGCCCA | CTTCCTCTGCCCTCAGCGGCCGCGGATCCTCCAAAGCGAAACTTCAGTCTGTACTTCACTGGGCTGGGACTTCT |
| *Fgf8* | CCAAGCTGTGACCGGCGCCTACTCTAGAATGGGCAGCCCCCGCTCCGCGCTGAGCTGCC | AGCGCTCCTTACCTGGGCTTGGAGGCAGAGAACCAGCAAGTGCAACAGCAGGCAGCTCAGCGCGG |
|  | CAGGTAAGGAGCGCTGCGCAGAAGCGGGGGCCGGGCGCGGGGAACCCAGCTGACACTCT | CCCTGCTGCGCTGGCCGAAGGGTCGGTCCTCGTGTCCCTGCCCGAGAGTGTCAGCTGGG |
|  | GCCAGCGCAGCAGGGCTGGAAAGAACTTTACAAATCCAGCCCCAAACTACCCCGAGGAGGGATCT | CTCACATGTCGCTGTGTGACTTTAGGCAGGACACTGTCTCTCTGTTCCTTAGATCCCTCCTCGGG |
|  | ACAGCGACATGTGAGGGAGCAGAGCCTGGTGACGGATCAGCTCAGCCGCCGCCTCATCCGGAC | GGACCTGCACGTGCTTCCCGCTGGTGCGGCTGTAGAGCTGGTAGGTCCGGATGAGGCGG |
|  | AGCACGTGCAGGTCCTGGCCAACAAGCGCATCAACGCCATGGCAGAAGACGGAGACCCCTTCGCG | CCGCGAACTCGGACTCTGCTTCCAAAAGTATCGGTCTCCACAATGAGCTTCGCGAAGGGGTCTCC |
|  | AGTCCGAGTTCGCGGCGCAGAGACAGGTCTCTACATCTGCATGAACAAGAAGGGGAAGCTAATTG | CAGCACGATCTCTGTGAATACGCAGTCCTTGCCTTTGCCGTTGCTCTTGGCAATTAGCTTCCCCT |
|  | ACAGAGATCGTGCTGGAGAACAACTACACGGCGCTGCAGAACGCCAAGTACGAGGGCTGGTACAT | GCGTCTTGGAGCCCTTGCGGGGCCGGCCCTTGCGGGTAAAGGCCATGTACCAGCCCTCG |
|  | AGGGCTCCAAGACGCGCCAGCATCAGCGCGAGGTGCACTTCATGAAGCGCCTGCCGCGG | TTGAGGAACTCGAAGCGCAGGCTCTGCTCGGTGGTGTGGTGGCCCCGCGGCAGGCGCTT |
|  | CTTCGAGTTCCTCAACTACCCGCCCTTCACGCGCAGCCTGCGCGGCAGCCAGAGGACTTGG | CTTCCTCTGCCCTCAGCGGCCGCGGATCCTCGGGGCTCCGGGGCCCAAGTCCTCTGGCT |

**qPCR Primers**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Rps2* | GAGCCTGGGTCCTCTGAACA | CTGACTCCCGACCTCTGGAAA |
| *Etv5* | GAGCCGCTCTCTCCGCTATT | CGTTCCCCAGCCACCTT |
| *Id4* | TGCAGCACGTTATCGACTACATC | TCAGCAAAGCAGGGTGAGTCT |
| *Gfra1* | CAACTTCATGCATATGGCTCTCA | TCTGCTAAAGCACTGGGCTTCT |
| *Sdc4* | GTCCCCGGAGAGTCGATTC | GCACCAAGGGCTCAATCACTT |
| *Csf1* | ATGAGCAGGAGTATTGCCAAGG | TCCATTCCCAATCATGTGGCTA |
| *Lhx1* | CCCAGCTTTCCCGAATCCT | GCGGGACGTAAATAAATAAAATGG |
| *Brachyury/T* | CTGGGAGCTCAGTTCTTTCG | ACCGTGTGTGTCAGTGGTGT |
| *Bcl6b* | TACTTCAAGGCTTCGCCTCTCT | CTACGTGTTCCATCTGCAAATAGG |
| *Kit* | GATGGCGTTCCTCGCCT | GCCCGAAATCGCAAATCTTT |

# Supplementary material for: FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling
**Source:** Cell Prolif. 2020 Oct 26;54(1):e12933. doi: 10.1111/cpr.12933
**Supplement:** Supplementary file 2 — Table S2

**Raw data of Fig 6A**

|  | **1 ng/ml FGF9 vs 0 ng/ml FGF** | | | **20 ng/ml FGF9 vs 0 ng/ml FGF** | | | **1 ng/ml FGF2 vs 0 ng/ml FGF** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Symbol** | **log2 Fold Change** | **lfcSE** | **pvalue** | **log2 Fold Change** | **lfcSE** | **pvalue** | **log2 Fold Change** | **lfcSE** | **pvalue** |
| Thy1 | 0.311 | 0.763 | 0.683 | 1.357 | 0.752 | 0.071 | -0.265 | 0.760 | 0.728 |
| Id4 | 0.066 | 0.113 | 0.555 | 0.498 | 0.109 | 0.000 | 0.302 | 0.110 | 0.006 |
| Pou5f1 | -0.137 | 0.272 | 0.614 | 0.415 | 0.268 | 0.122 | 0.142 | 0.270 | 0.597 |
| Nanos2 | 0.094 | 0.153 | 0.541 | 0.366 | 0.149 | 0.014 | 0.582 | 0.149 | 0.000 |
| Bcl6b | 0.094 | 0.151 | 0.533 | 0.323 | 0.151 | 0.032 | 0.299 | 0.151 | 0.047 |
| Lhx1 | 0.173 | 0.128 | 0.175 | 0.292 | 0.127 | 0.022 | 0.352 | 0.127 | 0.006 |
| Sdc4 | -0.043 | 0.081 | 0.600 | 0.160 | 0.081 | 0.050 | 0.257 | 0.081 | 0.002 |
| Gfra1 | 0.017 | 0.063 | 0.789 | 0.158 | 0.062 | 0.011 | 0.204 | 0.062 | 0.001 |
| Cxcr4 | 0.002 | 0.125 | 0.987 | 0.123 | 0.123 | 0.318 | -0.068 | 0.124 | 0.583 |
| T | -0.036 | 0.129 | 0.778 | 0.089 | 0.127 | 0.482 | 0.226 | 0.127 | 0.075 |
| Eomes | -0.091 | 0.124 | 0.464 | 0.057 | 0.123 | 0.643 | 0.189 | 0.123 | 0.123 |
| Ret | -0.025 | 0.061 | 0.688 | 0.051 | 0.061 | 0.399 | 0.133 | 0.061 | 0.028 |
| Etv5 | -0.068 | 0.071 | 0.335 | 0.016 | 0.071 | 0.817 | 0.133 | 0.071 | 0.060 |
| Dmrtb1 | -0.058 | 0.116 | 0.617 | -0.512 | 0.115 | 0.000 | -0.411 | 0.115 | 0.000 |
| Kit | -0.224 | 0.157 | 0.154 | -0.380 | 0.156 | 0.015 | -0.102 | 0.156 | 0.514 |
| Dmrt2 | -0.092 | 0.101 | 0.365 | -0.351 | 0.100 | 0.000 | 0.084 | 0.098 | 0.390 |
| Tex101 | -0.076 | 0.071 | 0.283 | -0.310 | 0.070 | 0.000 | -0.140 | 0.070 | 0.046 |
| Ugt8a | 0.036 | 0.094 | 0.705 | -0.154 | 0.093 | 0.096 | -0.143 | 0.093 | 0.123 |
| Sycp3 | 0.065 | 0.072 | 0.361 | 0.068 | 0.070 | 0.333 | 0.075 | 0.070 | 0.286 |
| Prdm9 | 0.334 | 0.327 | 0.306 | 0.258 | 0.324 | 0.427 | 0.412 | 0.325 | 0.205 |
| Stra8 | 0.498 | 0.289 | 0.084 | 0.373 | 0.283 | 0.187 | -0.367 | 0.294 | 0.212 |

# Supplementary material for: FGF9 promotes mouse spermatogonial stem cell proliferation mediated by p38 MAPK signalling
**Source:** Cell Prolif. 2020 Oct 26;54(1):e12933. doi: 10.1111/cpr.12933
**Supplement:** Supplementary file 4 — Appendix S1

**Supplementary Material**

**FGF9 Promotes Mouse Spermatogonial Stem Cell Proliferation Mediated by p38 MAPK Signaling**

Fan Yang,^1,2,*^ Eoin C. Whelan,^2,*^ Xuebing Guan,^1^ Bingquan Deng,^1^ Shu Wang,^1^ Jiacheng Sun,^1^ Mary R. Avarbock,^2^ Xin Wu,^1,†^ Ralph L. Brinster^2^

**Methods**

**Bulk RNA-seq and bioinformatics**

C57LacZ THY-1^+^ germ cell cultures (between passage 9–12) were maintained in mSFM with 20 ng/ml GDNF and 150 ng/ml GFRα1 supplemented with one of four treatments: control (0.1% BSA), FGF2 1 ng/ml, FGF9 1 ng/ml, FGF9 20 ng/ml. After 7-day treatment, cells were gently blown off from the feeder, a method that results in 96% germ cell purity^1^. RNA was extracted using miRNAeasy Mini Kit (QIAGEN, Germany). mRNA libraries were created using TruSeq Stranded mRNA kit (Illumina, USA). Finished libraries were sequenced on NextSeq500 (Illumina) using a 75-cycle high-output sequencing kit, to a mean depth of 28 million reads per sample. Sequences were aligned to mouse transcriptome (Ensembl mouse GRCm38)^2^ and genomic mapping was performed using GRCm38.p6 assembly. Differential gene expression lists were created via DESeq2^3^. 

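The deposited lists compare each FGF treatment with the control. In the authors' deposited table, 312 genes were higher and 175 lower with 20 ng/mL FGF9 at an adjusted p under 0.05, 10 were higher and 25 lower with 1 ng/mL FGF9, and 20 were higher and 23 lower with 1 ng/mL FGF2. Adjusting the same p-values over genes with a mean of at least 10 kept 486, 14 and 25 of these genes. Among genes higher with 20 ng/mL FGF9, Prl2c2, Dnm3os, Tm4sf1, Oaf, Cpe and Arhgdib had log2 fold changes between 2.59 and 3.87 in the authors' deposited table. Among those lower, Serpina3n, Itgb4, Asic1, Ikzf2, Crb2, Cbfa2t3, Celsr1 and Chrdl1 had log2 fold changes between -2.22 and -1.37 in the authors' deposited table. The call of Itgb4, a laminin-binding integrin, ended with no filter on low counts (adjusted p = 0.0551). With 1 ng/mL FGF2, Fgd5, an exchange factor of Cdc42, was 1.76-fold higher (95% interval 1.37 to 2.25, adjusted p = 0.0132) and Foxp1, a forkhead transcription factor, was 1.56-fold higher (interval 1.27 to 1.92, adjusted p = 0.0271). Cep85l was 1.68-fold lower with FGF2 (adjusted p = 0.00367). With 1 ng/mL FGF9, Dlg5, a scaffold protein of cell junctions, was 1.41-fold higher (interval 1.21 to 1.65, adjusted p = 0.0308), Nectin2, an adhesion protein, was 1.56-fold lower (adjusted p = 0.0308) and Pik3r4, a regulatory subunit of the class III PI3 kinase, was 1.23-fold lower (adjusted p = 2.12e-05). Fam177a, also among the genes lower with 1 ng/mL FGF9, had a derived mean of 134 in the control and near 0 in that group, so no fold is given. Of the genes that changed, 8 with 20 ng/mL FGF9, 2 with 1 ng/mL FGF9 and 4 with FGF2 had a derived mean under 1 in a group. Of the 488 genes that changed with 20 ng/mL FGF9, 449 are annotated as protein coding.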

Ingenuity Pathway Analysis (QIAGEN, https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) was performed on differential gene-expression lists using a cutoff minimum fold-change of ±1.5 and maximum *P*-value of 0.05.

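The p-value of this rule is taken here as unadjusted, which the supplementary methods do not state. Computed from the authors' deposited table over genes with a mean of at least 10, a fold change of at least 1.5 either way with an unadjusted p of at most 0.05 selected 703 genes with 20 ng/mL FGF9 (433 higher and 270 lower), 305 with 1 ng/mL FGF9 (143 higher and 162 lower) and 277 with 1 ng/mL FGF2 (138 higher and 139 lower). Of the 488 genes that passed the adjusted test with 20 ng/mL FGF9, 238 had a fold change of at least 1.5, which is the number selected if the p-value is read as adjusted. Id4, which changed by less than 1.5-fold, is not among either. Between 20 ng/mL FGF9 and FGF2, 57 higher genes and 55 lower genes were shared at this threshold, against 3.37 and 2.11 expected of independent lists. In 100 simulated draws with the same control libraries and no effect of either factor, means of 28.2 higher (range 16 to 44) and 28.5 lower (16 to 41) were shared. With the observed FGF9 changes and no effect of FGF2, the means were 8.96 (4 to 16) and 4.78 (0 to 11) if the FGF9 changes were taken as real, and 137 (107 to 156) and 52.1 (38 to 66) if taken as wholly chance. Part of this excess may come from the control libraries, which both comparisons share. Between the doses of FGF9, 56 higher and 39 lower genes were shared, against simulated means of 27.9 (17 to 43) and 28.0 (17 to 38) with no effect of either dose. With the observed changes at 20 ng/mL and no effect of 1 ng/mL, the means were 8.99 (2 to 20) and 5.19 (1 to 12) with those changes taken as real, and 137 (121 to 160) and 52.3 (38 to 75) with them taken as wholly chance. The counts rest on the filter, with 413, 176 and 159 genes selected among those with a mean of at least 50.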

**qPCR**

Cultured THY-1^+^ germ cells were gently blown off from the feeder. RNA was extracted with miRNAeasy Kit (QIAGEN). cDNA was created with High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, USA). qPCR was performed using Fast SYBR Green (Applied Biosystems) and gene primers shown in Table S1. *Rps2* was used as an endogenous control.

**RNA interference**

*Etv5* knockdown in THY-1^+^ germ cells was performed as described previously^1^ with minor modifications. TriFECTa RNAi Kit for *Etv5* was purchased from IDT (USA, cat. #308468921). Sequences were 5'-GGCAUGGAAUUUAAGCUCAUAGAAC-3' and 3'-CUCCGUACCUUAAAUUCGAGUAUCUUG-5'. A negative control DsiRNA (IDT) was used as a control. Germ cells were trypsinized and seeded on STO feeders. Cells were maintained in antibiotics-free mSFM containing 20 ng/ml GDNF, 150 ng/ml GFRα1 and 1 ng/ml FGF2 during the transfection process. Lipofectamine RNAiMAX (Invitrogen, USA) and 40 nM siRNA were added to the mSFM during plating and cells were incubated for 24 hours. After that, media was changed to normal mSFM containing growth factors.

**Histology and immunohistochemistry**

Testes were fixed in Hartman’s Fixative (Sigma) for 24 hours before being embedded in paraffin and sectioned 5 μm thick. Section slides were de-paraffinized and stained with hematoxylin-eosin (Sigma). For immunohistochemistry (IHC), de-paraffinized sections were incubated overnight at 4°C with primary antibody against FGF9 (Affinity, cat. #DF9532) or promyelocytic leukaemia zinc finger protein (PLZF) (R&D, cat. #AF2944) in a dilution of 1:100. After being washed with PBS, slides were incubated with Peroxidase-Conjugated Goat Anti-rabbit IgG (H+L) (Zsbio, China, cat. #ZB-2301) or Peroxidase-Conjugated Rabbit Anti-Goat IgG (H+L) (Yeasen, China, cat. # 33701ES60) for 2 hours at room temperature. A DAB kit (Zsbio) was used to perform staining.

**Immunofluorescence**

Frozen testis sections were prepared and washed three times in PBS. Sodium citrate antigen retrieval was performed followed by three more washes in PBS. Sections were blocked with 3% BSA for 2 hours at room temperature. Slides were incubated with primary antibodies against PLZF (R&D, cat. #AF2944) and SYCP3 (Abcam, cat. #ab97672) in a dilution of 1:200 at 4°C overnight. After being washed with PBS, slides were incubated with TRITC AffiniPure Bovine Anti-Goat IgG(H+L) (Jackson ImmunoResearch, USA, cat. #805-025-180) and Cy2-AffiniPure Donkey Anti-Mouse IgG (Jackson ImmunoResearch, cat. #715-225-150) for 2 hours at room temperature. Images were collected by LSM 700 (ZEISS, Germany).

**Western blot assay**

Western blot analysis was performed as described previously^4^. Briefly, THY-1^+^ germ cell clumps were gently blow off and collected. Protein was extracted and separated by SDS-PAGE. Then samples were transferred onto polyvinylidene fluoride membranes. After being blocked by 5% non-fat dry milk (Labscientific, USA), primary and secondary antibodies were incubated with the membrane. Protein detection was performed using ECL Western Blotting Detection System (Bio-rad, USA) and pictures of bands were generated through Image Lab 3.0 software. Quantification of bands was performed through Image J 1.47v software. Primary antibodies: phospho-p38 MAPK (Cell Signaling Technology, USA, cat. #4511T), beta tubulin (Proteintech, USA, cat. #10094-1-AP) and p38 MAPK (Proteintech, cat. #14064-1-AP). Secondary antibody: goat anti-rabbit IgG (H+L) horseradish peroxidase conjugate (Proteintech, cat. #SA00001-2).

**Whole mount staining**

Testes were digested with 1 mg/ml collagenase (YIFEIXUE, China) and 7 mg/ml DNaseI (Bomei, China) to make separated tubules. Tubules were fixed in 4% paraformaldehyde and blocked in 2% BSA containing 0.1% TritonX-100 for 2 hours, then tubule slides were incubated with PLZF Antibody (R&D, cat. #AF2944) at 4°C overnight. After incubation of Rhodamine (TRITC) AffiniPure Donkey Anti-Goat IgG (H+L) (Jackson ImmunoResearch, cat. #705025147) at room temperature for 2 hours, slides were stained with DAPI (Sigma) for 15 minutes. Images were collected by LSM 700 (ZEISS). Stages of seminiferous epithelial cycle were identified using the transillumination technique^5,6^. Based on the light absorption pattern, three groups of tubules were divided: stages II–VI (the strong spot), stages VII–VIII (the dark zone) and stages IX–XI (the pale zone)^6,7^.

**Mouse testis lentiviral injections**

Transfections were performed as described previously^8,9^. To create plasmids for the overexpression of *Fgf3*, *Fgf9* and *Gdnf*, each of the respective cDNAs extracted from C57BL6 mouse testis were cloned into pCDH-EF1-MCS-T2A-Puro vectors (a gift from Dr. Dahua Chen, Chinese Academy of Science, China). Sequences of *Fgf5* and *Fgf8* were generated using gene synthesis service (TSINGKE, China) and then cloned into pCDH-EF1-MCS-T2A-Puro vectors. Gene primers were shown in Table S1. These overexpression plasmids were packaged into lentiviral particles by transfecting 293T cells with pmd-REV, pmd-1G and pmd-LG packaging plasmids (gifts from Dr. Dahua Chen). Lentivirus particles were concentrated at 50000 g at 4℃ for 2.5 hours and resuspended into 100 μl HBSS. 5-week-old C57BL/6 mice were injected with 10 μl lentiviral suspension. 11 weeks later, mice were sacrificed and testes were sampled for analysis.

**Statistical analysis**

All data are expressed as mean ± standard error of the mean (SEM). Student’s *t*-tests and one-way analysis of variance (ANOVA) tests with Tukey *post-hoc* analyses were performed to evaluate statistically significant differences between groups. In all cases *P* < 0.05 was considered statistically significant.

**Animal experiments**

All experiments involving live animals were approved by the Institutional Animal Care and Use Committees (IACUC) of University of Pennsylvania or Nanjing Medical University. All experiments were performed in accordance with the institutional guidelines of University of Pennsylvania and Nanjing Medical University as appropriate.

**Supplementary Figures and Figure legends**

**
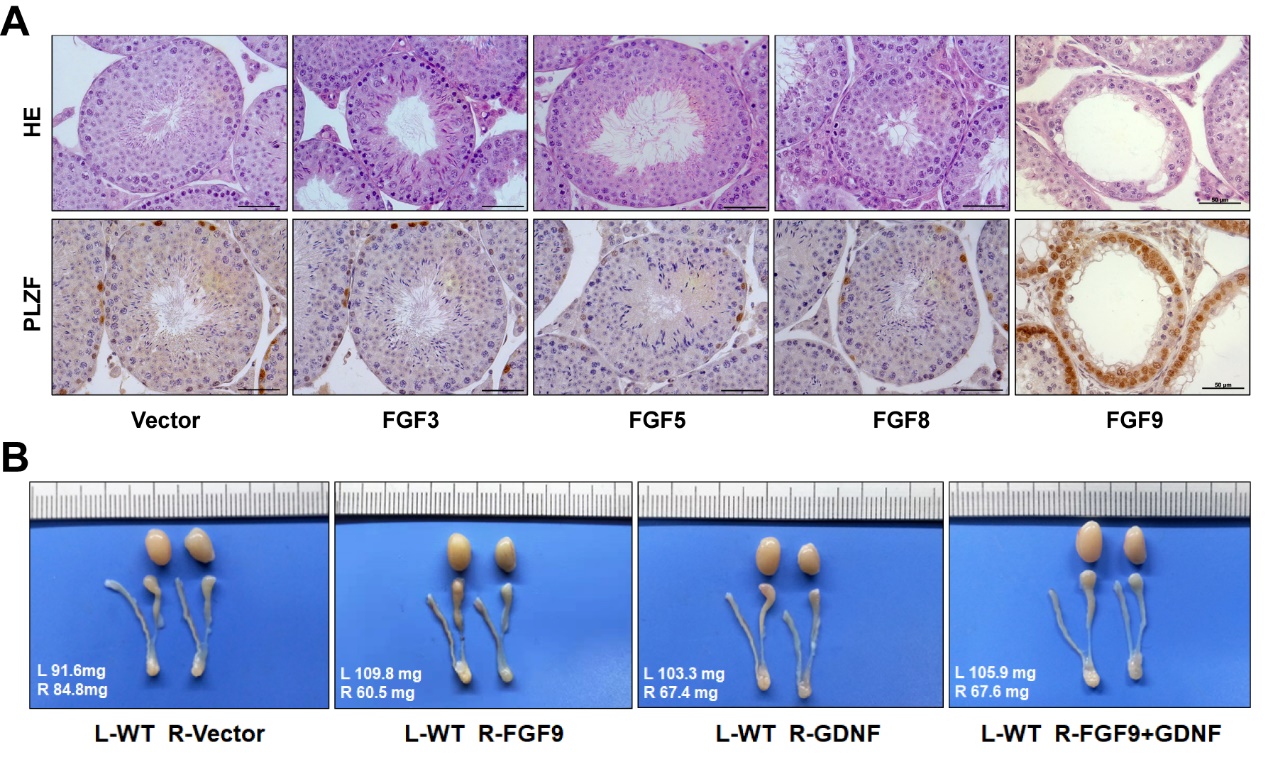
**

**Figure S1. Effect of *Fgfs* overexpression plasmids on mouse testes.**

Testes were injected with overexpression plasmids. **(A)** 6 weeks after injection, testes were fixed and sectioned for histology and PLZF IHC staining. Scale bar: 50 µm. **(B)** Testis morphology following 11 weeks of lentiviral transfection. Testes infected with either *Gdnf* or *Fgf9* overexpression plasmids were compared to the uninfected testis (WT) from the same animal.

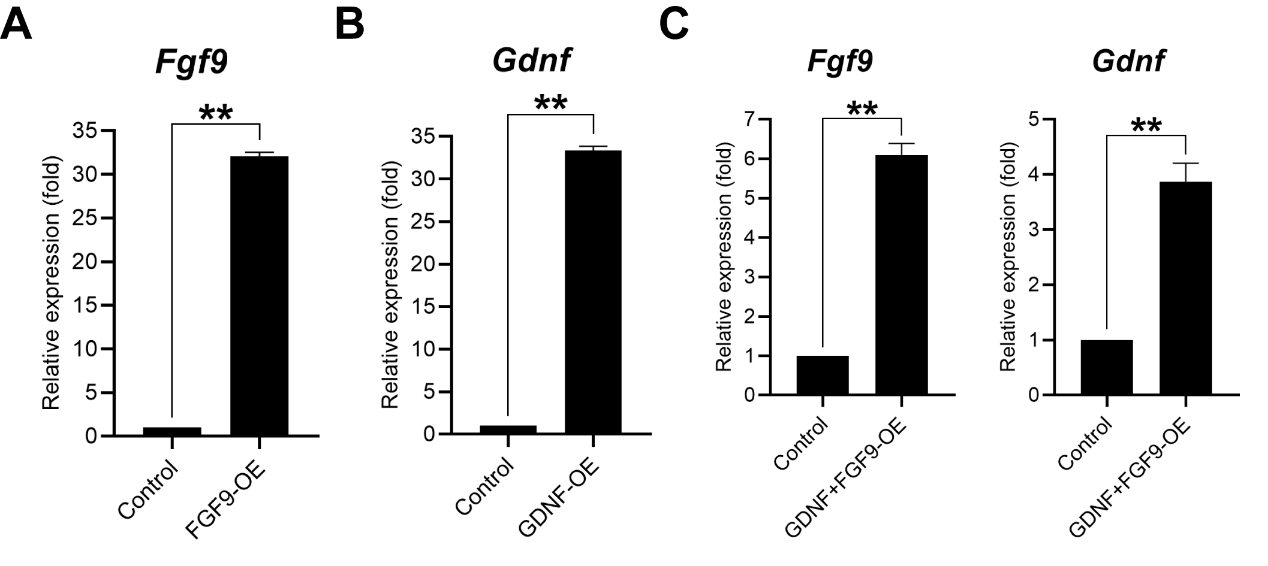

**Figure S2. Expressions of *Fgf9* and *Gdnf* following 11 weeks of lentiviral treatment.**

After 11 weeks after lentiviral injection, testes were collected and total RNA extracted. **(A)** qPCR of *Fgf9* gene expression in mouse testes injected with *Fgf9* overexpression plasmids (n=3). ***P* < 0.01, Student’s *t*-test. **(B)** qPCR of *Gdnf* gene expression in mouse testes injected with *Gdnf* overexpression plasmids (n=3). ***P* < 0.01, Student’s *t*-test. **(C)** qPCR of *Fgf9* and *Gdnf* gene expression in mouse testes transfected with both *Fgf9* and *Gdnf* overexpression plasmids (n=3). ***P* < 0.01, Student’s *t*-test. All error bars show SEM.

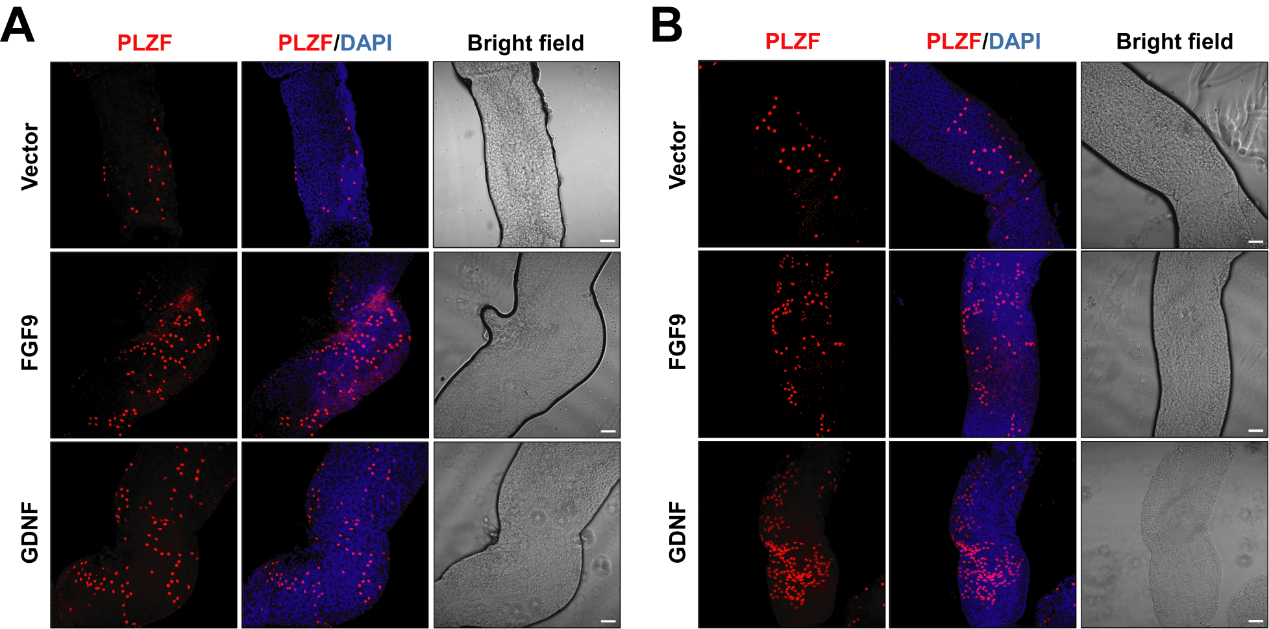

**Figure S3. Immunofluorescence of seminiferous tubules exposed to *Fgf9* and *Gdnf* overexpression.**

PLZF and DAPI whole mount staining of seminiferous tubules injected with vector, *Fgf9*-overexpression, and *Gdnf*-overexpression plasmids. Seminiferous epithelial cycle of all tubules showed here are **(A)** stages VII–VIII and **(B)** stages IX–XI as determined by transillumination technique. Scale bar: 50 µm.

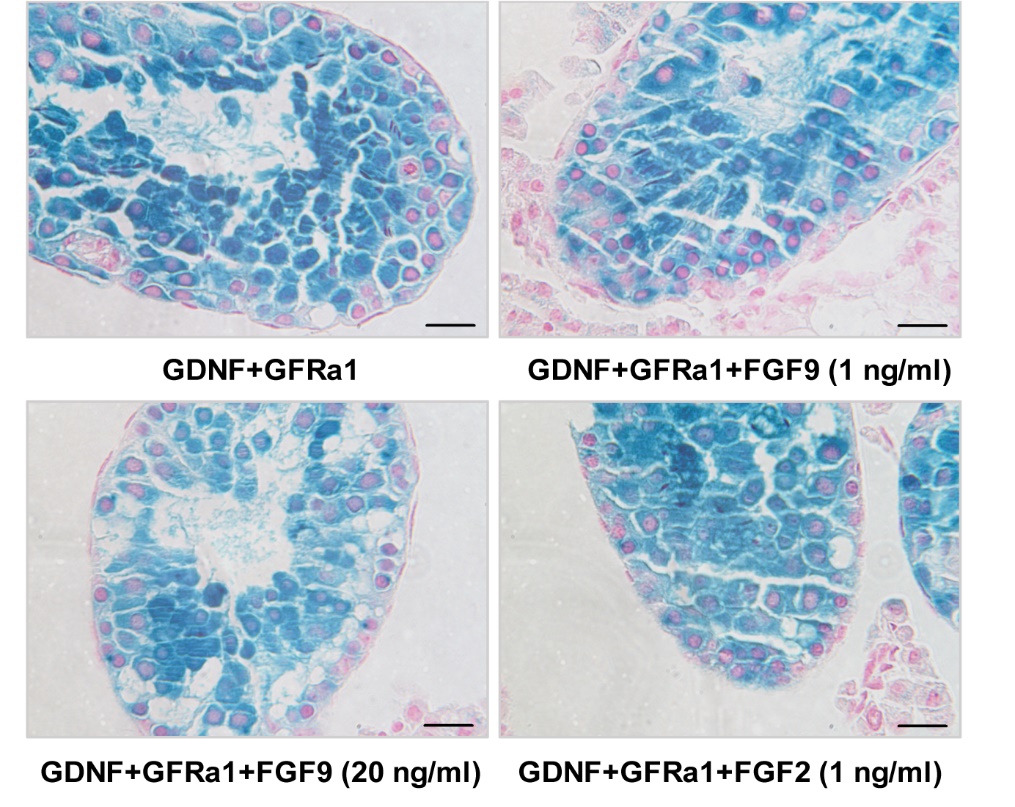

**Figure S4. Histology of seminiferous tubule sections.**

Testes were transplanted with THY-1^+^ germ cells cultured for 4 weeks while supplemented with growth factors as indicated. Testes were removed 8 weeks after transplantation, stained with X-gal solution and sectioned for histology. Scale bar: 20 µm.

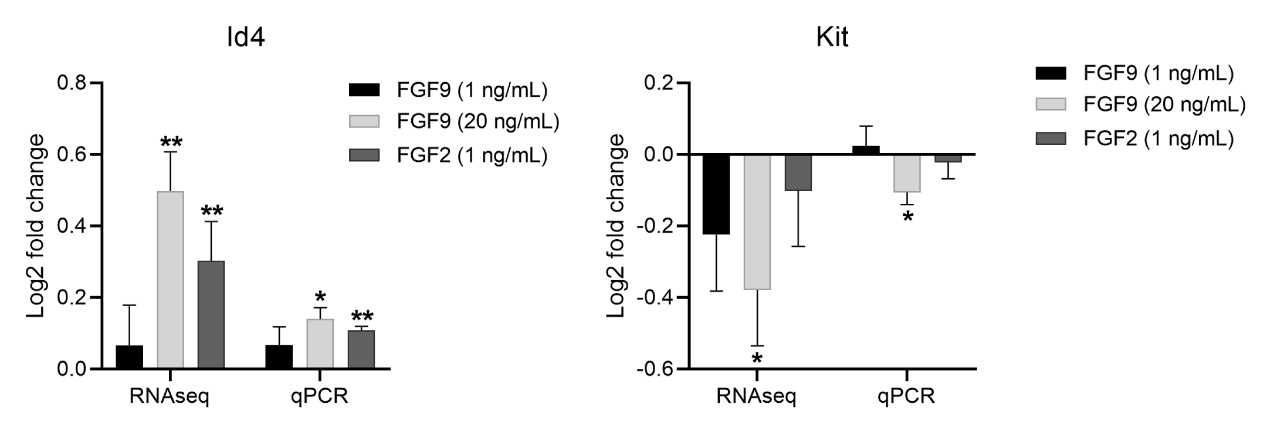

**Figure S5. Validation of RNA-seq data.**

THY-1^+^ germ cells were cultured with GDNF, GFRα1 and FGFs for 7 days. RNA was extracted for RNA-seq and qPCR analyses (n=3). **P* < 0.05, ***P* < 0.01, ANOVA. Error bars show SEM.

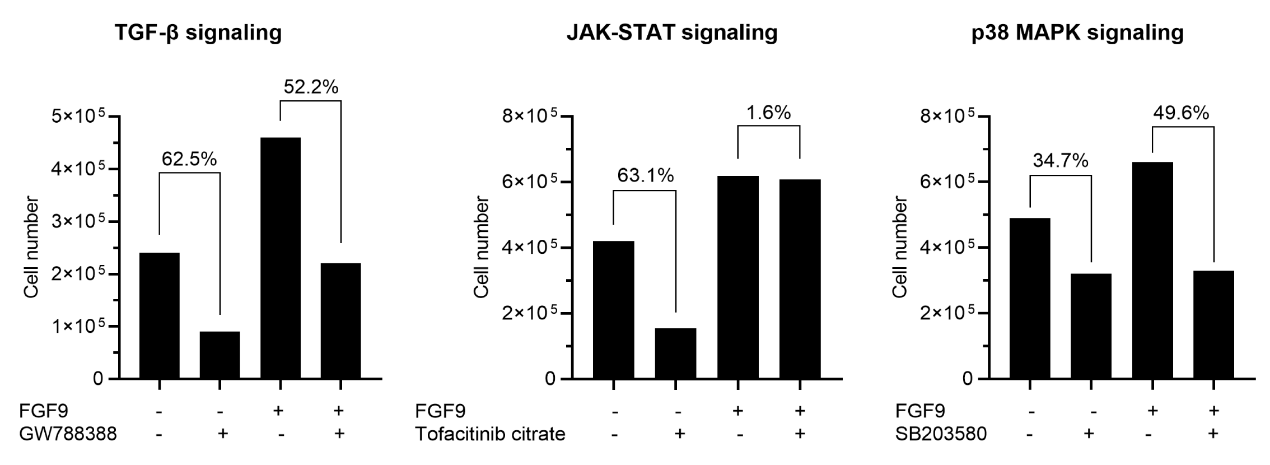

**Figure S6. Effect of pathway inhibitors on cultured THY-1^+^ germ cell number.**

THY-1^+^ germ cells were cultured with 20 ng/ul GDNF, 150 ng/ul GFRα1 plus 20 ng/ul FGF9 and/or one of the following inhibitors as indicated: GW78838 (20 μM, inhibitor for TGF-β), Tofacitinib citrate (10 μM, inhibitor for JAK-STAT signaling) and SB203580 (5 μM, inhibitor for p38 MAPK signaling) for 7 days. Cells were then harvested and counted. Shown is the percentage reduction of cell number with addition of inhibitor (n=1).

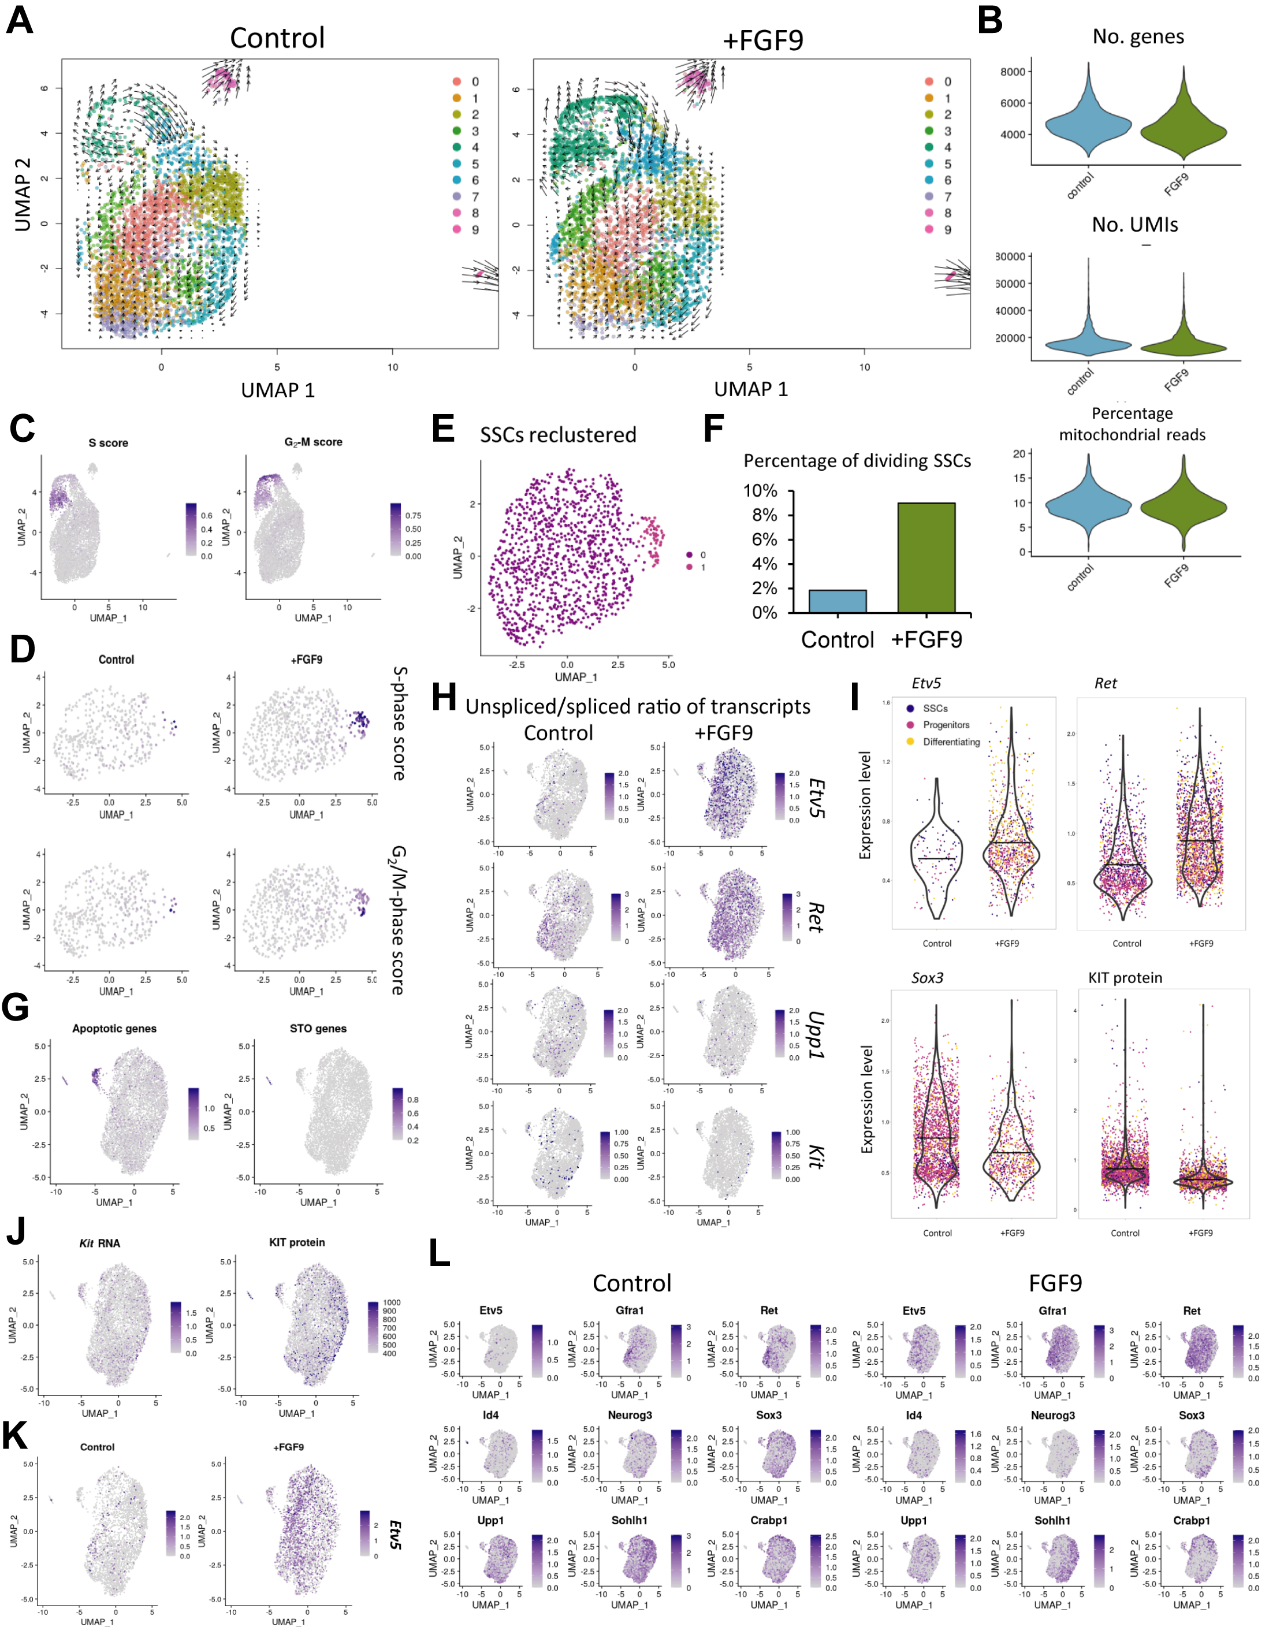

**Figure S7.** **Additional single-cell RNA seq analyses of FGF9 effect on cultured THY-1^+^ germ cells *in vitro.***

**(A)** Unbiased clustering of 8,625 integrated cultured cells treated with FGF9 or vehicle control. RNA trajectory (Velocyto) is shown overlaying clusters (Seurat). **(B)** Gene number, UMI number and percentage of mitochondrial reads across the samples. **(C)** Cell cycle phase scoring via Seurat’s CellCycleScoring function showing cells enriched for cohorts of genes representative of S or G_2_/M phases. **(D)** Cell cycle phase scoring of SSC cluster from Figure 5D. **(E)** Re-clustered SSCs form two clusters, corresponding to G_1_/G_0_ and the other S/G_2_/M. **(F)** The S/G_2_/M-phase cluster comprises 60 out of 666 (9.0%) FGF9-treated cells and 8 out of 442 control cells (1.8%). **(G)** Apoptotic/dying cluster designated with the following apoptotic marker genes *Bax, Ccng1, Trp53inp1, Bbc3, Apaf1, Dpak1.* STO feeder cluster marked with the following genes: *Sox7, Acta2, Thy1.* **(H)** Unspliced/spliced ratio of transcripts shown for two stem cell marker genes and two differentiating genes for each treatment. **(I)** Gene expression of selected genes and KIT protein separated by treatment. Median values are shown as horizontal lines and cells are colored by cell identity. **(J)** Cells expressing *Kit* RNA and KIT surface protein indicated by antibody binding. **(K)** Unspliced transcripts mapped onto UMAP projection for *Etv5.* **(L)** Select germ cell markers by treatment.

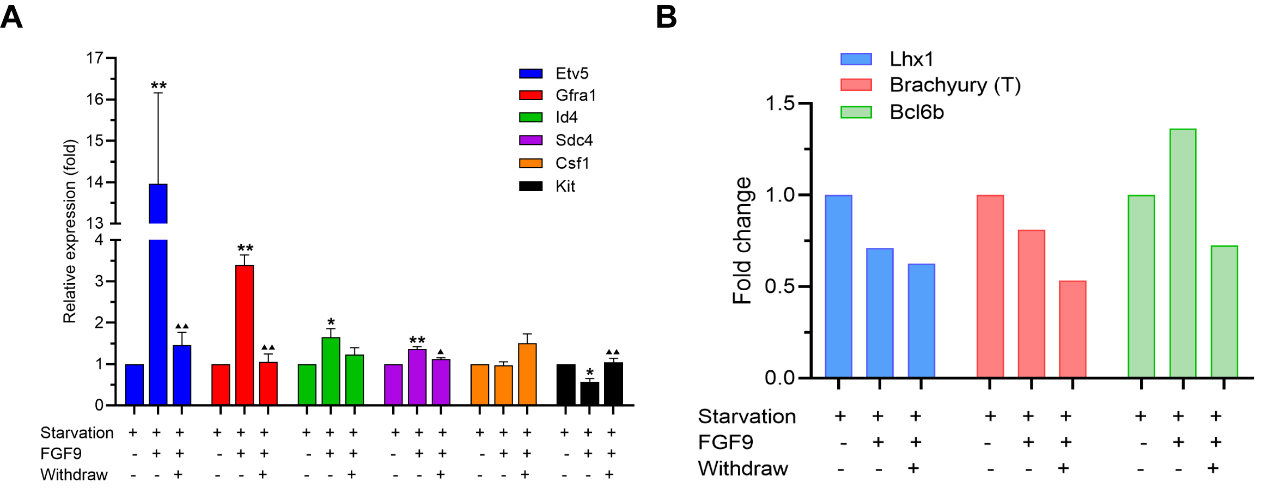

**Figure S8. Effect of FGF9 on gene expressions.**

**(A)** Cultured THY-1^+^ germ cells were starved for 2 days, exposed to FGF9 (20 ng/ml) for 2 days and withdraw FGF9 for 2 days. RNA was extracted for qPCR analysis (n=3). Compared to Starvation group, **P* < 0.05, ***P* < 0.01; compared to FGF9 group, ^▲^*P* < 0.05, ^▲▲^*P* < 0.01, ANOVA. Error bars show SEM. **(B)** Downstream genes of *Etv5* were detected by qPCR (n=1).

**Reference**

1. Oatley JM, Avarbock MR, Telaranta AI, Fearon DT, Brinster RL. Identifying genes important for spermatogonial stem cell self-renewal and survival. *Proceedings of the National Academy of Sciences of the United States of America.* 2006;103(25):9524-9529.

2. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. Salmon provides fast and bias-aware quantification of transcript expression. *Nature methods.* 2017;14(4):417-419.

3. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology.* 2014;15(12):550.

4. Yang F, Shi L, Liang T, et al. Anti-tumor effect of evodiamine by inducing Akt-mediated apoptosis in hepatocellular carcinoma. *Biochemical and biophysical research communications.* 2017;485(1):54-61.

5. Parvinen M, Vanha-Perttula T. Identification and enzyme quantitation of the stages of the seminiferous epithelial wave in the rat. *Anat Rec.* 1972;174(4):435-449.

6. Grasso M, Fuso A, Dovere L, et al. Distribution of GFRA1-expressing spermatogonia in adult mouse testis. *Reproduction.* 2012;143(3):325-332.

7. Morena AR, Boitani C, de Grossi S, Stefanini M, Conti M. Stage and cell-specific expression of the adenosine 3',5' monophosphate-phosphodiesterase genes in the rat seminiferous epithelium. *Endocrinology.* 1995;136(2):687-695.

8. Wei X, Jia Y, Xue Y, et al. GDNF-expressing STO feeder layer supports the long-term propagation of undifferentiated mouse spermatogonia with stem cell properties. *Scientific reports.* 2016;6:36779.

9. Wang M, Guo Y, Zhou T, et al. The Glial Cell-Derived Neurotrophic Factor (GDNF)-responsive Phosphoprotein Landscape Identifies Raptor Phosphorylation Required for Spermatogonial Progenitor Cell Proliferation. *Molecular & cellular proteomics : MCP.* 2017;16(6):982-997.

How the deposited data were processed for this re-analysis (not part of the article)

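Bulk RNA-seq of cultured mouse THY-1+ germ cells was used, with 4 treatments in the sample labels: no FGF (control), 1 ng/mL FGF9, 20 ng/mL FGF9 and 1 ng/mL FGF2, each with 20 ng/mL GDNF and 150 ng/mL GFRα1 for 7 days. The labels give 4 replicate cultures per treatment (16 samples), the paper gives n = 3 for RNA-seq, and the title of the deposited table points to 12 libraries, so 3 libraries per group were used wherever a number was needed. The labels number the cultures s6 to s9, each number once in every treatment, and the sources used here do not say what same-numbered cultures share or whether the authors' model used the numbers. Without values per library the pairing could not be checked, and the reconstruction and the simulations take the libraries as unpaired. The p-values rest on the spread between libraries of these cultures as the authors' model estimated it. Whether differences between culture numbers were removed from that spread is not known here.

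The authors made stranded mRNA libraries, sequenced them on a NextSeq500, aligned the reads to GRCm38 with STAR and Salmon and compared the treatments with DESeq2. The versions, the model formula and any filter are not given in the sources used here. The deposited table holds the authors' results and no value per library. It gives for 54432 genes the mean normalized count over all libraries (a signal), and for each comparison with control the log2 fold change and its standard error (log2 units, not shrunken), the Wald statistic (a score), the p-value and the authors' adjusted p-value. The Wald statistic was checked to be the log2 fold change divided by its standard error. Of the genes, 36927 had a mean above 0 and a p-value in every comparison, and 106 symbols stood on more than 1 line and were kept as separate genes.

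Before the data were examined, fits to values per library had been planned. They could not be made without such values. In their place, the authors' DESeq2 p-values were adjusted by the Benjamini-Hochberg method over the 17755 genes with a mean of at least 10 normalized counts, and genes with an adjusted p under 0.05 are called changed. The derived mean of each group was computed from the mean over all libraries and the 3 fold changes, assuming equal group sizes. Intervals of fold changes are 95% normal intervals from the standard errors. The direct contrasts of 20 ng/mL FGF9 with 1 ng/mL FGF9 and with 1 ng/mL FGF2 were reconstructed: the difference of the log2 fold changes was divided by a standard error computed from the derived means and the dispersion that the standard errors against control imply. The dispersions implied by the 3 comparisons had a correlation of at least 0.9998 over 10684 genes with a mean of at least 200. Direct contrasts covered the 17726 genes with a derived mean of at least 1 in every group. The reconstruction was tested on simulated data in which fold changes of 1.25, 1.5, 2 and 4 were set in 50 genes each: 30%, 32%, 64% and 76% of them were called against control and 24%, 32%, 64% and 78% in the direct contrast, with 5 and 9 unchanged genes called. The ratio of the reconstructed to the fitted standard error had a median of 0.999. Dispersions were taken as known in this simulation, which makes it optimistic.

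Before the data were examined, 34 gene lists were fixed, and 33 of them had at least 3 measured members. Each was compared with all other genes by limma's cameraPR on the Wald statistics with a preset correlation of 0.01 between genes, 165 tests in 5 comparisons, adjusted over the lists within each comparison. List calls could not be checked with an estimated correlation, which needs values per library. Counts of members are given over all genes tested and adjusted over the list alone. The named genes are, for each comparison with control, up to 10 higher and 10 lower genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 and a symbol that is not a predicted or clone name, the genes of Figures 6A, S5, 7 and 5E and Table S2, Csf1 and Dmrt1, and up to 4 members of each list with the smallest p. The part of this rule that asked for the same sign in every pair of libraries could not be applied. Values of Table S2 and of the first lines of Table S3, among them Lgals3, Rac2 and Hist1h2br, had been seen before the rule was written. Genes named for the direct contrasts were chosen from the same set.

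The similarity of the responses to 20 ng/mL FGF9 and 1 ng/mL FGF2 was measured across genes, which are not independent replicates, beside 100 draws simulated with no effect of either factor and the same control libraries. For genes called with 20 ng/mL FGF9, 1000 further draws with no effect of FGF2 took the FGF9 changes either as real or as wholly chance, and 100 draws of each kind were made for genes shared at the pathway threshold, tests chosen after seeing the data. Alternatives set before the data were examined were no filter on low counts and a minimum mean of 50. Alternatives chosen after seeing the data were an empirical null for the Wald statistic, leaving out genes with a derived mean under 1 in a group, a preset correlation of 0.05 and the use of ranks in the set test. Coordinates, gene types and overlaps of genes came from GENCODE M21 on GRCm38. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1. The supplementary methods state a mean depth of 28 M reads per sample, and the depth of each library is not given, so precision is known only through the standard errors. Ingenuity Pathway Analysis was not rerun, and single-cell and qPCR data were not analysed here. Values of an item withheld for evaluation are not reported here.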

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

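The results below are gene lists that passed the set test against control and that the paper's text does not report from its bulk RNA-seq. A further group, of genes with a derived mean under 1 in a treatment, had no set test. Except for the test of dispersion and the question of germ cell expression, the tests of explanations here were chosen after the results were seen.

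As a list, fibroblast markers were higher with 20 ng/mL FGF9 (adjusted p = 3.2e-15) and with 1 ng/mL FGF9 (adjusted p = 5.46e-05), and not with FGF2 (adjusted p = 0.181). With 1 ng/mL FGF9 none of the 24 passed the gene test, and 2 were higher when adjusted over the list alone. RNA of feeder cells carried over in amounts that vary between libraries is a candidate explanation: the markers' median dispersion of 0.104 lay above the 0.0123 to 0.0314 of 95% of 10000 random lists matched on mean count. A carry-over of fixed composition would keep the gains of all markers at 1 ng/mL and 20 ng/mL in the same ratio (0.175 when fitted), and over 24 markers they differed from it (chi-square test of heterogeneity, p = 0.0376), but that difference ends when any single marker of a few is left out, so this remains open. Fn1 and Col1a1 (derived means of 10475 and 1966 in the control) did not pass the gene test, but a high baseline would hide a small share. Timp1 and Twist1 did not pass either. Their derived means were 415 and 488 in the control and 392 and 443 with 20 ng/mL FGF9. Vim rose from a higher baseline, from 645 to 2168, so baseline alone does not account for Timp1 and Twist1. Log2 fold changes with 20 ng/mL FGF9 were positive for 20 of the 24 markers and negative for 4. The paper reports few STO feeder cells in its single-cell data. The purity it describes for germ cells blown off the feeder was not measured in these libraries. All 24 measured markers had a derived mean of at least 1 in the control, which does not show which cells made the RNA. The libraries hold the RNA of all cells collected after blowing off. Expression by germ cells in response to FGF9 and a change in feeder cells therefore cannot be told apart here.

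Genes of the integrated stress response were higher with 20 ng/mL FGF9 (9 of 19 higher, none lower, 10 higher when adjusted over the list alone, adjusted p = 1.24e-17). Length or GC content argues little here, since the median Wald statistic of 2.83 lay outside the -0.759 to 0.550 of 95% of random lists matched on mean count, length and GC content. If feeder RNA were the source, members should rise at 1 ng/mL FGF9 in the ratio of the fibroblast markers, and 8 of the 9 called genes lay below that prediction (median 0.17 predicted and -0.02 observed, one-sided exact binomial p = 0.0195). With the lowest ratio of a called marker, that of S100a6 (0.028), 5 of 9 lay below (one-sided exact binomial p = 0.5), but that ratio predicts almost no rise at 1 ng/mL and so tests little. These counts cannot decide on a feeder source, because the ratio of called markers ranged from 0.028 to 0.434. The 9 genes were also selected by their call at 20 ng/mL, and genes of the same libraries are not independent. The expression of these genes in the feeder is not known here. A feeder source therefore cannot be told apart from a response of the germ cells to the dose of FGF9.

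Among genes tested, 29 had a derived mean under 1 in at least 1 group, and some of them are among the genes called with 1 ng/mL FGF9 and FGF2. Division of reads between overlapping or near-identical genes is a candidate explanation, since 65.5% of them overlap another gene on the same strand or are pseudogenes, against 33.8% of 5293 other genes of similar mean (odds ratio 3.71, 95% interval 1.64 to 8.96, one-sided Fisher's exact p = 0.000507). Fam177a, which was listed near 0 with 1 ng/mL FGF9, has no such overlap. No biological explanation was tested.

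Collagens and laminins were higher with 20 ng/mL FGF9 (adjusted p = 0.00252, 2 higher and 2 lower, 6 higher and 2 lower when adjusted over the list alone), and 3 of the 20 are also fibroblast markers. Col8a1, among the higher, and Lama1, among the lower, lost their calls with no filter on low counts (adjusted p = 0.0576 and 0.0876). The list of matrix metalloproteases and their inhibitors was higher with 20 ng/mL FGF9 (adjusted p = 0.0365, 4 higher and 1 lower, 7 higher and 3 lower when adjusted over the list alone). Its adjusted p was 0.136 at a preset correlation of 0.05, 0.178 with ranks and 0.134 at a minimum mean of 50. The list also holds Sdc1 and Lrp1, which are neither and are among its members with the smallest p. S phase genes were lower with 20 ng/mL FGF9 (adjusted p = 0.000136, median log2 fold change -0.11) and with FGF2 (adjusted p = 7.01e-07, median -0.12), with none of the 27 past the gene test in either. In its single-cell data, after 48 hours, the paper reports more FGF9-treated cells in S or G2/M phase, whereas these bulk cultures were treated for 7 days and also received GDNF. G2/M phase genes were lower with FGF2 (adjusted p = 0.0311, and 0.14 at a preset correlation of 0.05), and with 20 ng/mL FGF9 their adjusted p was 0.618. Targets of p53 and genes of apoptosis were lower with 20 ng/mL FGF9 (adjusted p = 0.000655) and with FGF2 (adjusted p = 0.00138). Cholesterol biosynthesis was higher with 20 ng/mL FGF9 (adjusted p = 5.69e-05) and with FGF2 (adjusted p = 7.25e-06). Glycolysis and hypoxia genes were lower with 20 ng/mL FGF9 (adjusted p = 3.42e-05) and with FGF2 (adjusted p = 0.00249). Immediate early genes were higher with FGF2 (adjusted p = 9.51e-07, none past the gene test over all genes and 5 higher when adjusted over the list alone). Pluripotency genes were higher with FGF2 (adjusted p = 0.0311, and 0.113 at a preset correlation of 0.05 and 0.0924 at a minimum mean of 50). Genes of retinoic acid response were lower with 20 ng/mL FGF9 (adjusted p = 0.0352, and 0.0789 at a preset correlation of 0.05 and 0.889 with ranks). Replication-dependent histones were higher with 20 ng/mL FGF9 (adjusted p = 0.0196, and 0.0731 at a preset correlation of 0.05 and 0.0594 at a minimum mean of 50). None of the 16 histones passed the gene test, and 1 was higher when adjusted over the list alone. Hist1h2br, the histone with the smallest p, had a derived mean of 0.186 in the control and 9.72 with 20 ng/mL FGF9. How well these mRNA libraries capture histone transcripts was not tested. With FGF2, no gene passed among those of G2/M phase (27), p53 and apoptosis (17), cholesterol (21), glycolysis and hypoxia (24) or pluripotency (16). None of these passed when adjusted over its list alone.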

How the results depend on the processing

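The alternatives chosen after seeing the data are the empirical null, leaving out genes near 0, the preset correlation of 0.05 and ranks. With no filter on low counts, 34 genes changed with 1 ng/mL FGF9 in place of 14, since the filtered genes hold more calls. The other totals stayed within 1.5 times, but genes lower with FGF2 went from 6 to 19. With a minimum mean of 50, the genes past the pathway threshold were 413, 176 and 159 for 20 ng/mL FGF9, 1 ng/mL FGF9 and FGF2, from fewer genes tested, and the correlation of the FGF9 and FGF2 responses was 0.345 (the cause was not tested). With the empirical null, 270, 79 and 99 genes changed, since the robust SD of the Wald statistic was 1.13, 0.857 and 0.894. With ranks, 2 lists passed with 1 ng/mL FGF9 in place of 1 (the cause was not tested). Counts without genes near 0 were 479, 11 and 18. Of the genes called with 20 ng/mL FGF9, 392 of 488 stayed called with no filter and 438 at a minimum mean of 50, and with FGF2 22 and 21 of 26. Among named genes and lists against control, none reversed: 823 kept their side of the threshold and 11 lost the call with no filter, 845 kept it, 4 lost and 3 gained the call with a minimum mean of 50, 93 lists kept it and 6 lost the call at a preset correlation of 0.05, and 94 kept it, 4 lost and 1 gained the call with ranks. Between the doses of FGF9, 9 of 18 list calls were lost at a correlation of 0.05, 4 with ranks and 2 at a minimum mean of 50. No paired analysis was possible because the table holds no values per library. For the same reason leaving out each library, a fit of only the groups compared, other normalizations, pseudocounts and tests, an estimated correlation, fry, separate controls for each treatment and other splits of the samples were not run, so whether a single library decides a result is not known. The shared control libraries alone gave a correlation of 0.511 (0.440 to 0.575) in simulation, and the observed 0.560 for FGF9 and FGF2 lay inside this range. At a minimum mean of 50 the observed 0.345 lay below the simulated 0.355 to 0.631. The covariance over all genes tested, 0.149, lay above the simulated 0.0629 to 0.0983. Without genes near 0 it was 0.0784, inside 0.0588 to 0.0856. The correlations therefore do not show a similarity across genes beyond that of the shared control libraries.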

Differences from the paper's values

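No value that the paper states and that was computed here differs. The number of genes past a threshold is not stated in the paper's text. For the self-renewal genes of Figure 6A, 13 of 13 log2 fold changes in the authors' deposited table were positive with 20 ng/mL FGF9 and 11 of 13 with FGF2, which goes with the paper's statement, and 1 (Id4) passed the test with 20 ng/mL FGF9. In its discussion the paper states that both factors raise Etv5 and lower Dmrt1. The log2 fold changes of Etv5 in the authors' deposited table were 0.02 with 20 ng/mL FGF9 and 0.13 with FGF2, and those of Dmrt1 were -0.07 and -0.04, none of them past the test in any setting run. The paper's results state of Etv5 that its rise was not significant in these data. For Kit, which the paper states is lowered, the log2 fold changes were -0.38 and -0.10 in the authors' deposited table (adjusted p = 0.221 and 1), and with 20 ng/mL FGF9 Kit was among the 4 of 8 genes lower when adjusted over the list of Figure 6A alone. The paper states that p38 MAPK and TGF-β signalling were among its most significant pathways. The lists of these pathways used here did not pass the set test with 20 ng/mL FGF9 (adjusted p = 0.666 and 0.597, and between 0.772 and 0.908 at a minimum mean of 50), a test of movement in 1 direction on lists that differ from those of the paper's software. Interferon-stimulated genes passed it, and the paper places interferon signalling among its most significant pathways.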

Other observations

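Enzymes of cholesterol biosynthesis rose with 20 ng/mL FGF9, with 3 of 21 higher, none lower and 18 not past the test (3 higher when adjusted over the list alone). Cyp51, a sterol demethylase, was 1.25-fold higher (95% interval 1.11 to 1.42, adjusted p = 0.0171), and Hmgcs1, which makes the precursor of mevalonate, was 1.15-fold higher (interval 1.07 to 1.25, adjusted p = 0.0199). Against 1 ng/mL FGF9, 4 were higher and none lower (10 higher when adjusted over the list alone, adjusted p = 5.24e-09 in the set test). Of 11 measured genes of retinoic acid response, 3 were lower with 20 ng/mL FGF9 and none was higher (3 higher and 3 lower when adjusted over the list alone), and the list's call was lost at a preset correlation of 0.05 (adjusted p = 0.0789) and with ranks (adjusted p = 0.889). Rarg, a receptor of retinoic acid, was 1.79-fold lower (adjusted p = 1.23e-05) and Crabp2, a binding protein, was 1.52-fold lower (adjusted p = 6.48e-11), and the third was Crabp1. Among targets and receptors of STAT3 signalling, Pim1, a survival kinase, was 1.32-fold higher with 20 ng/mL FGF9 (interval 1.18 to 1.47, adjusted p = 0.000127), and the list passed the set test with 20 ng/mL FGF9 (adjusted p = 0.00491) and FGF2 (adjusted p = 9.66e-05), with 2 of 13 higher when adjusted over the list alone in each. Bax, a mediator of apoptosis, was 1.21-fold lower (adjusted p = 0.013), and Dapk1, a death-associated kinase, was 1.57-fold lower with 20 ng/mL FGF9 (adjusted p = 0.0151), 2 of 3 lower genes among 17 of the p53 and apoptosis list (1 higher and 4 lower when adjusted over the list alone). Of 24 genes of glycolysis and hypoxia, Ankrd37 and Pkm were lower with 20 ng/mL FGF9, by 1.79-fold and 1.14-fold (4 lower when adjusted over the list alone). Jun was 1.54-fold higher with 20 ng/mL FGF9 (interval 1.32 to 1.80, adjusted p = 9.03e-06), the 1 gene higher of 20 immediate early genes, whose set test gave an adjusted p of 0.0588.

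The doses of FGF9 differed in 446 genes in the direct contrast, 298 higher and 148 lower with 20 ng/mL. In the set test, stress response genes (adjusted p = 5.13e-20), interferon-stimulated genes (adjusted p = 8.52e-16) and the self-renewal genes of Figure 6A (adjusted p = 0.000143) were higher with 20 ng/mL than with 1 ng/mL. So were fibroblast markers (adjusted p = 6.43e-06). The gene test was passed by 9 of 19 stress response and 8 of 37 interferon-stimulated genes, all higher. It was passed by 1 of 13 self-renewal genes and 4 of 24 fibroblast markers, also all higher. S phase genes were lower with 20 ng/mL than with 1 ng/mL (adjusted p = 3.9e-07, 2 of 27 lower and none higher, 7 lower when adjusted over the list alone), as were G2/M phase genes (adjusted p = 0.0184, and 0.0908 at a preset correlation of 0.05). Of 18 lists past the set test in this contrast, 9 lost the call at a preset correlation of 0.05. The median Wald statistic of S phase genes against control was -1.38 with 20 ng/mL FGF9 and -1.20 with FGF2, outside the -0.495 to 0.595 and -0.387 to 0.466 of 95% of random lists matched on mean count, length and GC content. Against FGF2, the lists of collagens and laminins (adjusted p = 0.00163) and of metalloproteases and their inhibitors (with Sdc1 and Lrp1, adjusted p = 7.41e-05) were higher with 20 ng/mL FGF9. Timp2 and Timp3, inhibitors of metalloproteases, were 4.54-fold (interval 2.69 to 7.65) and 2.80-fold higher (interval 1.82 to 4.32) with 20 ng/mL FGF9 than in the control, and Csf1, a growth factor of SSC cultures, was 3.99-fold higher (interval 2.22 to 7.19, adjusted p = 0.00053). Whether germ cells or feeder cells made the RNA of Timp2, Timp3 and Csf1 is not known here.

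With 20 ng/mL FGF9, the marker sets of Figure 5E, chosen by the study, gave adjusted p-values in the set test of 0.00711 for SSCs (6 of 6 positive, 1 higher), 0.0444 for progenitors (2 of 5 lower, and 0.0732 at a preset correlation of 0.05, 0.364 with ranks and 0.0628 at a minimum mean of 50) and 0.000834 for differentiating spermatogonia (4 of 4 negative, 1 lower). With FGF2 these values were 1.56e-07, 0.31 and 0.285. Genes of spermatids and sperm (5 of 24 listed measured, adjusted p = 0.972), macrophages (5 measured, 0.614), Sertoli cells (7 measured, 0.972), endothelium (7 measured, 0.513), FGF receptors and adaptors (9, 0.477), mitochondrially encoded mRNAs (13, 0.577) and Rhox genes (25, 0.972) did not pass the set test with 20 ng/mL FGF9, and none of their members passed the gene test over all genes or adjusted over the list alone. Pluripotency genes did not pass it with 20 ng/mL FGF9 (adjusted p = 0.666), and stress response genes did not pass it with FGF2 (adjusted p = 0.655) or 1 ng/mL FGF9 (adjusted p = 0.858). Of 8 Leydig cell markers 1 was measured, too few for a test.

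The correlation of the log2 fold changes of 1 ng/mL FGF9 and 1 ng/mL FGF2 was 0.359 across genes, below the 0.442 to 0.554 of draws simulated with no effect and the same control libraries. Without genes near 0 it was 0.477, inside the simulated 0.443 to 0.551, and over genes with a mean of at least 50 it was 0.336, inside 0.313 to 0.592. The covariance over all genes tested, 0.0726, also lay inside the simulated 0.0632 to 0.0971. The Spearman rho lay below its simulated value in each setting, for which no simulated range is given. It was 0.358 against 0.437 over all genes tested and 0.359 against 0.437 without genes near 0. At a minimum mean of 50 it was 0.340 against 0.451.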
